# Comparative transcriptomics in the Triticeae

**DOI:** 10.1186/1471-2164-10-285

**Published:** 2009-06-29

**Authors:** Andreas W Schreiber, Tim Sutton, Rico A Caldo, Elena Kalashyan, Ben Lovell, Gwenda Mayo, Gary J Muehlbauer, Arnis Druka, Robbie Waugh, Roger P Wise, Peter Langridge, Ute Baumann

## Abstract

**Background:**

Barley and particularly wheat are two grass species of immense agricultural importance. In spite of polyploidization events within the latter, studies have shown that genotypically and phenotypically these species are very closely related and, indeed, fertile hybrids can be created by interbreeding. The advent of two genome-scale Affymetrix GeneChips now allows studies of the comparison of their transcriptomes.

**Results:**

We have used the Wheat GeneChip to create a "gene expression atlas" for the wheat transcriptome (cv. Chinese Spring). For this, we chose mRNA from a range of tissues and developmental stages closely mirroring a comparable study carried out for barley (cv. Morex) using the Barley1 GeneChip. This, together with large-scale clustering of the probesets from the two GeneChips into "homologous groups", has allowed us to perform a genomic-scale comparative study of expression patterns in these two species. We explore the influence of the polyploidy of wheat on the results obtained with the Wheat GeneChip and quantify the correlation between conservation in gene sequence and gene expression in wheat and barley. In addition, we show how the conservation of expression patterns can be used to elucidate, probeset by probeset, the reliability of the Wheat GeneChip.

**Conclusion:**

While there are many differences in expression on the level of individual genes and tissues, we demonstrate that the wheat and barley transcriptomes appear highly correlated. This finding is significant not only because given small evolutionary distance between the two species it is widely expected, but also because it demonstrates that it is possible to use the two GeneChips for comparative studies. This is the case even though their probeset composition reflects rather different design principles as well as, of course, the present incomplete knowledge of the gene content of the two species. We also show that, in general, the Wheat GeneChip is not able to distinguish contributions from individual homoeologs. Furthermore, the comparison between the two species leads us to conclude that the conservation of both gene sequence as well as gene expression is positively correlated with absolute expression levels, presumably reflecting increased selection pressure on genes coding for proteins present at high levels. In addition, the results indicate the presence of a correlation between sequence and expression conservation within the Triticeae.

## Background

Considerable divergence has occurred between bread wheat (*Triticum aestivum*) and barley (*Hordeum vulgare*) since evolution from a common ancestor 10–14 million years ago. Since then, these two members of the *Triticeae *have been subjected to largely parallel processes of cultivation and domestication, starting in the fertile crescent over 10,000 years ago [1]. Barley has remained diploid with a base chromosome number of 7 (HH genome, 2n = 2x = 14) while bread wheat is the product of a series of hybridization events between related species that has resulted in an allo-hexaploid genome with three homoeologous sets of 7 chromosome pairs (AABBDD genome, 2n = 6x = 42 [2]). Despite these major genomic perturbations during its evolution, genetic mapping [3] and detailed structural genomic studies [4] have shown that the wheat and barley genomes are highly conserved. Indeed, barley chromosomes can even be substituted for wheat chromosomes [5]. As a consequence of its simplified genetics, many have suggested that barley is a good genetic model for its genetically more complex cousin. This assertion is supported by the broad range of common morphological and developmental characteristics shared by both species, though fundamental biological differences do exist (such as spike and spikelet morphology).

Polyploidization is common across the plant kingdom and the process has been associated with a range of changes in newly synthesized hybrids of several species. These include the genome-wide removal of some (but not all) duplicated, and hence redundant, genetic information, sub- and/or neo-functionalization of duplicated genes, pseudogenization, differential cytosine methylation and epigenetic reprogramming of gene expression (silencing and activation), and transposable element activation (reviewed in [6]). Levy and Feldman [7] summarized some of the major consequences resulting from the recent polyploidization of the wheat genome. In common with other plant species, the outcome for wheat was more than simply the additive combination of genomes and included many of the features described across the species range [8-10].

Wheat is an important species for studying the impact of polyploidization because it is a relatively recent polyploid. Moreover, the outcomes can be studied in very early generations because it is possible to artificially re-synthesize polyploids from their diploid and tetraploid relatives. In such cases, epigenetic silencing of duplicated genes appears to be a common response, with indications of reciprocal silencing in different organs an early sign of sub-functionalization [11-15]. Gene activation or silencing may also occur as a result of transcriptional interference associated with stochastic rearrangements of non-coding RNA [8]. Over longer time frames, the evolutionary consequences of such events are better observed in ancient polyploids. In Arabidopsis (an ancient tetraploid), for example, Blanc and Wolfe [16] reported that more than half of the observed gene pairs retained in the genome exhibited differential transcript abundance in different tissues. An immediate impact of polyploidy is therefore to provide the raw genetic material for adaptation and the evolution of phenotype.

The close evolutionary relationship between wheat and barley, reflected in largely parallel morphological and developmental patterns, makes a comparison of their transcriptomes particularly intriguing. It may provide insight, for example, into consequences of speciation and polyploidization. Ideally a genomic-scale comparison of this sort would be carried out once the genomes have been sequenced. This would permit the reliable disentanglement of the evolutionary relationships between individual genes and also provide the foundation on which to build dependable expression analysis platforms. Regrettably, the size and complexity of the wheat and barley genomes has been a major impediment to full-scale sequencing, so that even the diploid barley genome is not expected to be available before 2012 . In short, among plants comparative transcriptomics is rare: comprehensive pair-wise comparisons have so far only been carried out in rice and Arabidopsis [17], various cotton species [18] and in poplar and Arabidopsis [19]. Recently, a three-way study between Arabidopsis, poplar and rice has also appeared [20].

Compared to genome-wide studies, comparisons of expression patterns of individual orthologous gene pairs, individual gene families and/or in connection with a particular phenotypic characteristic are more frequent. For example, Mangelsen et al. [21] compared, within a number of tissues, expression patterns of members of the WRKY transcription factor family among barley, rice and Arabidopsis and found that, at least within this gene family, coordinated conservation of expression patterns and sequence. Horvath et al. [22] found that groups of genes associated with cell division were consistently expressed preferentially in shoot apices in Arabidopsis, wild oats, poplar and leafy spurge. Differential gene expression, on the other hand, has been observed in some members of the ZIP and NAS metal homeostatis gene families in two closely related Arabidopsis species when exposed to both low and high Zn levels, presumably associated with different Zn accumulation patterns in these two species [23]. Analogously, differential time-dependent expression of a small number genes in response to salt stress in both barley (relatively salt tolerant) and rice (relatively salt sensitive) were studied by Ueda et al. [24], while Taji et al. [25] performed a similar comparative study in salt cress (tolerant) and Arabidopsis (intolerant).

Comprehensive Affymetrix GeneChip platforms have now been developed for both wheat and barley, based on extensive EST collections for both species (Ref. [26]; ). The Barley1 GeneChip has already been used to develop an atlas of gene expression covering the entire developmental cycle of the barley cultivar Morex [27] and intra-species varietal comparisons have been carried out both for Morex and Golden Promise [27,28] as well as Morex and Steptoe [29,30]. Taking advantage of these resources, we have sampled a similar set of biological material collected through the developmental cycle of wheat (Chinese Spring), grown under near-identical conditions to those in Druka et al. [27]. This permits the first comprehensive comparison of developmental expression patterns in these two important crop species. We report on this transcriptome-wide comparison here. At the same time, in order to facilitate more detailed studies of individual homologous genes motivated, say, by particular phenotypic differences as in [21-25], we make available a convenient web-based comparative tool enabling access to the developmental expression profiles of *any *individual wheat and barley homologs probed by the two GeneChips.

It is well known that meaningful comparative expression analyses using microarray platforms based solely on EST collections can be difficult because of the frequent and confounding presence of multiple splice forms, paralogs and orthologs, as well as, in the case of polyploids, homoeologs with near-identical sequence [31]. Because of this, we have also investigated, in some detail, the specificity of the Wheat GeneChip to individual homoeologs and expended considerable effort to avoid misidentification of orthologs in the two species.

## Results

Gene expression measurements were carried out on a developmental tissue series for wild-type wheat (cv. Chinese Spring) using the Affymetrix Wheat GeneChip. Tissues and developmental stages were chosen to match the barley (cv. Morex) tissue series of Druka et al. [27], employing the Barley1 GeneChip, as closely as possible. They consisted of root tissue at two different developmental stages, leaf, crown, caryopsis, anther, pistil, inflorescence, bracts, mesocotyl, endosperm, embryo and coleoptile (for details, see Materials and Methods: Microarray experiment). This wheat expression dataset may be obtained from and visualized at PLEXdb , experiment TA3, or GEO , Experiment GSE12508. 

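Signals from 39 arrays of the Wheat GeneChip were analysed, 3 biological replicates for each of 13 tissues. The tissues were the coleoptile, root and embryo of germinating seed, the root, crown and leaf of seedlings, immature inflorescence, floral bracts, anthers, pistil, caryopsis, and the endosperm and embryo at 22 DAP. The samples labelled as the embryo of germinating seed were taken as the paper's mesocotyl by elimination, since the other 12 tissues matched by name. The values are MAS5 signals on a linear scale, 1 per probeset and array, and the 2% trimmed mean of every array lay between 500.2 and 500.4. The paper's own analysis used RMA values averaged over replicates, which were not used here, and the barley arrays were not used here either. An offset of 16 was added to each signal before conversion to log2, and all levels are given on this scale. The 13 tissue means were fitted in 1 limma model, so that the spread between replicates was estimated over all tissues. Probesets with the suffixes _s_at, _x_at, _a_at and .A1 were left out, as in the paper, together with 64 reporter and 111 control probesets, and 39564 were retained. The reporter probesets, taken as background, had a median level of 4.71 on average over the arrays. A level that is not clearly above this is not measured as such, and the size of a log2 difference to it depends on the offset. The paper's 5' sequence set and its check of probeset orientation were not repeated, because neither can be read from the probeset names. The median signal of an array was 39.2 to 68.6, with a median of 49.4, and the number of arrays limits the precision of each tissue mean. Replicates of 1 tissue correlated at 0.925 to 0.968 across retained probesets, which are not independent of each other, and 0 arrays were closer on average to another tissue. Gene names came from a reference table that pairs 1273 of the 61115 probesets with a gene, 200 of them with a name other than a locus number. Among retained probesets 110 have such a name, and these stand for 76 genes. The polyadenylated control RNAs, which are added to a sample before labelling, gave almost no signal on the 9 arrays of bracts, pistil and seedling root. The control dap reached at most 5.47 on these 9 arrays and at least 9.47 on the other 30, and lys, phe and thr separated the same arrays. The probeset for 18S ribosomal RNA was also lower on all 9, at most 6.15 against at least 7.26. Any difference between these 3 tissues and the other 10 is therefore also a difference between these groups of arrays.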

Because the 61,115 probesets on the Wheat GeneChip reflect the complete collection of publically available wheat ESTs at the time of design of the chip, this dataset serves as an 'expression atlas' for hexaploid wheat. 

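Endosperm, embryo, leaf and anthers each had named genes that were highest in that organ. In the endosperm at 22 DAP, Serpin-Z2B, which encodes a serine protease inhibitor, had a level of 15.52 ± 0.06 (SD, n = 3), against 5.28 ± 0.42 in the next highest tissue, the 22 DAP embryo. The thionin genes Pur-A1 and TTHV, which encode small antimicrobial proteins, reached 16.30 ± 0.05 and 16.21 ± 0.07 in the endosperm. Their levels in the 22 DAP embryo, again the next highest tissue, were 6.49 ± 0.89 and 6.47 ± 0.25. In the 22 DAP embryo, Em, which encodes a late embryogenesis abundant protein, reached 15.10 ± 0.13, against 11.15 ± 0.30 in the endosperm. The lectin gene WGA2 stood at 14.72 ± 0.10 in that embryo and 10.74 ± 0.18 in the endosperm, and rab, also named Rab15, at 13.79 ± 0.12 and 9.54 ± 0.69. In the seedling leaf, rbcl, the gene for the large subunit of Rubisco, had a level of 11.82 ± 0.93, and floral bracts came next with 8.69 ± 0.46. CL9, a gene for a ribosomal protein of the chloroplast, had 13.83 ± 0.67 in the leaf and 11.77 ± 0.28 in bracts, and Prx1 13.75 ± 0.42 and 12.13 ± 0.11. The anther gene raftin1a, which acts in the development of pollen, reached 9.80 ± 1.45 in anthers and 6.89 ± 1.10 in the immature inflorescence. The probeset measured for each of these 10 genes was higher in its tissue than in each of the other 12, with an adjusted p between 2.93e-22 and 0.0274 from limma for the closest tissue. For rbcl this holds for the probeset given. Most of the other rbcl probesets also had their highest mean in the leaf, and the rest in bracts, crown, anthers, endosperm or coleoptile.

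Probesets without a gene name showed differences as large. The one with the largest gap in anthers had a level of 15.13 ± 0.13 there and 5.11 ± 1.16 in bracts, the next highest tissue. The one for the pistil reached 14.59 ± 0.02 against 5.43 ± 0.22 in bracts, the one for the caryopsis 13.70 ± 0.36 against 5.04 ± 0.71 in the leaf, and the one for the coleoptile 13.98 ± 0.78 against 5.67 ± 0.49 in the embryo of germinating seed. Those for bracts, the seedling root and the crown stood at 13.85 ± 0.29, 12.27 ± 0.69 and 12.74 ± 0.40, each over 6 log2 units above the next tissue. By the same criterion, with a difference of at least 1 to the next tissue, 3524 probesets (8.91% of those retained) were tissue-enriched. Anthers had 1223 of them, the 22 DAP endosperm 722, the seedling leaf 618, the pistil 232, floral bracts 207, the 22 DAP embryo 191, the seedling root 142 and the caryopsis 92. The inflorescence had 48, the coleoptile 21, the crown 18, the root of germinating seed 6 and the embryo of germinating seed 4. Across all 13 tissues, 28020 retained probesets (70.8%) varied at an adjusted p under 0.05 from limma's F test. The numbers for bracts, pistil and seedling root compare arrays without signal from the polyadenylated controls with arrays that have it. The number of tissue-enriched probesets in germinating seed root became 0, 0 and 11 when its replicate 1, 2 or 3 was left out, and the number of tissue-enriched probesets in germinating seed embryo became 1 without replicate 2. That for germinating seed root rose far more without bracts, pistil and seedling root, and changed with the offset, as the closing section gives. Leaving out the seedling root takes away the tissue most similar to it (correlation 0.703), so fewer tissues have to be exceeded. The rise is therefore not read as an effect of the arrays. The number of tissue-enriched probesets in seedling root became 86 or 84 without its replicate 2 or 3, that of tissue-enriched probesets in seedling crown 10 or 11 without its replicate 2 or 3, and that of tissue-enriched probesets in 22 DAP embryo 127 without its replicate 1. After scaling to the hybridization controls, tissue-enriched probesets in anthers numbered 768, tissue-enriched probesets in floral bracts 324, tissue-enriched probesets in 22 DAP endosperm 253, tissue-enriched probesets in pistil 143 and tissue-enriched probesets in seedling leaf 110, so the order after anthers turned. The leaf had more than the endosperm with an offset of 64, over all probesets, at or above the median level and without bracts, pistil and seedling root.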

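Storage protein genes separated the endosperm from the embryo of the same stage. The gamma-gliadin gene GAG56D had a level of 16.30 ± 0.02 (SD, n = 3) in the 22 DAP endosperm and 7.46 ± 0.39 in the 22 DAP embryo, a log2 difference of 8.85 (standard error 0.21, adjusted p = 1.32e-23 from limma). Of 6 probesets for storage proteins, from 4 genes, 5 were higher in the endosperm, 0 were lower and 1 did not pass, with the same numbers when adjusted over the list alone, and the median difference was 8.95. The gliadin gene gli-2 was 8.77 higher and the avenin-like gene ALP 9.57 and 9.46 higher on separate probesets. Another ALP probeset read 12.54 ± 0.08 in the endosperm and 13.30 in the embryo, a difference of -0.76 (adjusted p = 2.38e-05 from limma) that is below the size threshold. Its tissue means all lay between 12.10 and 13.30, so its embryo level is not read as expression of ALP in the embryo. All 8 probesets for inhibitors of amylase and protease, from 7 genes, were higher in the endosperm, also when adjusted over the list alone, with a median of 8.61. Among them were Serpin-Z1C, 15.22 ± 0.10 against 4.96 ± 0.70, Serpin-Z2B, and SER1, 15.47 ± 0.09 against 5.63 ± 0.60. Their embryo levels are not clearly above the reporter probesets, so these differences are not ranked and the medians of the lists depend on the offset. CIII, a gene of the same list, was 7.82 higher and the xylanase inhibitor gene xip 1.77 higher, and xip did not pass after quantile normalization or after scaling to the hybridization controls. The 3 thionin probesets were higher in the endosperm (3 when adjusted over the list alone), with a median of 9.74. Their endosperm levels are close to the highest signal on the endosperm arrays (85188 to 92187). The same holds for GAG56D, an ALP probeset, CIII (16.34 ± 0.10) and another probeset of the inhibitor list (16.28 ± 0.09), so these differences are not ranked either. AGP-S, which encodes a subunit of the enzyme that makes ADP-glucose for starch and was the only member of the starch synthesis list as set, had 15.80 ± 0.08 in the endosperm and 12.75 ± 0.08 in the embryo (adjusted p = 2.28e-17 from limma, 1 of 1 also when adjusted over the list alone). Higher in the embryo were Em, WGA2 and rab, the malate transporter gene ALMT1-1, 9.52 ± 0.29 against 6.01 ± 0.66, and the histone gene H2A-3, 12.33 ± 0.42 against 9.23 ± 0.24. Among probesets without a gene name, one stood at 16.01 ± 0.05 in the endosperm and 5.08 ± 0.82 in the embryo, and one at 4.62 ± 0.11 in the endosperm and 12.68 ± 0.13 in the embryo.

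The 22 DAP embryo and the embryo of germinating seed differed in genes of embryo maturation and in hydrolases. The latter samples were taken as the paper's mesocotyl, and the coleoptile and root of germinating seed were separate samples. Stage and organ can therefore not be told apart in this comparison. Of 5 maturation probesets, from 4 genes, 4 were higher at 22 DAP, 0 were lower and 1 did not pass, with the same numbers when adjusted over the list alone and a median of 6.99. Em was 7.98 higher, at 7.12 ± 0.55 in the germinating seed, and PER1, a peroxiredoxin gene of the seed, had 14.73 ± 0.11 at 22 DAP and 6.96 ± 0.70 in the germinating seed. Another rab probeset was 5.46 higher, while COR410 differed by 0.04 (adjusted p = 0.975 from limma). PCM, which encodes a protein repair methyltransferase, was 6.87 higher at 22 DAP, and WGA2 4.25 higher. Of 6 hydrolase probesets, each from its own gene, 3 were lower at 22 DAP, 1 was higher and 2 did not pass, also when adjusted over the list alone. GLU1A, a beta-glucosidase gene, had 7.73 ± 0.23 at 22 DAP and 14.06 ± 0.19 in the germinating seed (adjusted p = 1.22e-17 from limma). XTH, which encodes an enzyme that acts on xyloglucan of the cell wall, had 8.62 ± 0.23 and 11.65 ± 0.22. The amylase gene amy1 differed by -1.47 (adjusted p = 0.0173 from limma), a call that ended with an offset of 64 and without replicate 2 or replicate 3, and AGA.1, which is named for a clone of ADP-glucose pyrophosphorylase rather than a hydrolase, was 1.45 higher at 22 DAP. Glc1 differed by -0.47 and atpA, which the list holds through a synonym, by -0.31, both without passing. Also lower at 22 DAP were the photosynthesis genes OEE2, 6.36 ± 0.38 against 10.64 ± 0.86, and petC, 7.05 ± 0.34 against 10.86 ± 0.85, and the pathogenesis-related gene PR5, which differed by -4.06 and did not pass without replicate 1. A probeset without a gene name stood at 14.62 ± 0.12 at 22 DAP and 4.53 ± 0.46 in the germinating seed, and another one at 4.22 ± 0.16 and 14.42 ± 0.13.

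Compared with all other retained probesets by limma's camera with a preset correlation of 0.01, the lists had an adjusted p of 2.4e-07 (storage proteins), 2.67e-13 (inhibitors), 6.98e-07 (thionins), 2.12e-06 (embryo maturation) and 0.00401 (hydrolases, lower), and with an estimated correlation these 5 calls held, at 2.02e-07 to 0.00802. In all, 6465 probesets were higher and 4944 lower in the endosperm than in the embryo, and 2760 were higher and 3282 lower in the 22 DAP embryo than in the embryo of germinating seed, at an adjusted p under 0.05 from limma and a difference of at least 1. The share higher in the endosperm, 56.7% with the signals as deposited, was 46.9% after quantile normalization, 34.3% after scaling to equal medians and 14.3% after scaling to the hybridization controls, so which side had more probesets turned with the scaling. For the embryos the share higher at 22 DAP was 45.7%, and 22.2% after scaling to the hybridization controls (1475 higher and 5173 lower).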

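Photosynthesis genes separated the seedling leaf from the seedling root. PRK, which encodes phosphoribulokinase of the Calvin cycle, had a level of 15.57 ± 0.21 (SD, n = 3) in the leaf and 4.53 ± 0.28, not above the reporter probesets, in the root (adjusted p = 2.34e-19 from limma). Where a level is that low, here and for the genes that follow, the size of the difference depends on the offset. Of 27 photosynthesis probesets, from 5 genes, 16 were higher in the leaf, 0 were lower and 11 did not pass, with the same numbers when adjusted over the list alone. The median difference was 1.41 and the mean 2.87, and most of the probesets are for rbcl. OEE2, a gene of the oxygen-evolving complex, had 15.80 ± 0.22 in the leaf and 5.36 ± 0.88 in the root, and the Rieske protein gene petC had 15.50 ± 0.20 and 5.77 ± 0.77 on one probeset, while another petC probeset differed by -0.33 without passing. The smallest differences, -0.50 and -0.46, were those of rbcl probesets that did not pass. Trx-M, a thioredoxin gene of the plastid, had 15.45 ± 0.35 in the leaf and 4.88 ± 0.88 in the root, and another Prx1 probeset than the one given above 14.43 ± 0.47 and 5.20 ± 0.21. Higher in the root were the histone genes wcH2B-8, 13.61 ± 0.13 against 10.52 ± 1.86, and H2A-9, 12.57 ± 0.22 against 9.56 ± 1.41, whose leaf replicates differed widely. H2A-3 differed by -2.25, and did not pass when only these 2 tissues were fitted, WGA2 by -2.15 and FKBP70, an immunophilin gene, by -2.10. Of 4 probesets for uptake and transport in roots, from 4 genes, 1 was lower in the leaf, 0 were higher and 3 did not pass, also when adjusted over the list alone. That one, ALMT1-1, had 9.36 ± 0.98 in the leaf and 10.98 ± 0.56 in the root (adjusted p = 0.00899 from limma). It did not pass when only these 2 tissues were fitted, and against the root of germinating seed it was higher in the leaf. PCS1, a phytochelatin synthase gene, differed by 0.56 (adjusted p = 0.0549 from limma), with an adjusted p under 0.05 under 6 alternatives and the other sign after scaling to the hybridization controls, the proton pump gene H+-ATPase by 0.03 and PER1, which the list holds through a synonym, by -0.19. A probeset without a gene name stood at 15.60 ± 0.29 in the leaf and 4.53 ± 0.05 in the root, and another one at 4.96 ± 0.23 in the leaf and 13.96 ± 0.28 in the root. Apart from ALMT1-1 against the root of germinating seed, all of these leaf and root values compare arrays that have signal from the polyadenylated controls (dap on average 10.64 over the 30 arrays) with arrays that lack it (4.73 over the 9).

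Histone genes were higher in the immature inflorescence than in the leaf. Of 11 cell division probesets, from 6 genes, 9 were higher in the inflorescence, 0 were lower and 2 did not pass, with the same numbers when adjusted over the list alone and a median of 3.26. H2A-9 had 14.21 ± 0.15 in the inflorescence, a difference of 4.65 (adjusted p = 1.59e-11 from limma). Its leaf arrays read 7.93, 10.39 and 10.34, and the histone probesets given here differed widely between the leaf replicates, so the sizes of their differences rest in part on replicate 1 of the leaf. Also higher was the alpha-tubulin gene TUBA, 10.69 ± 0.25 against 6.69 ± 0.32. A probeset of the beta-tubulin gene TUB differed by -0.53, a sign that turned after quantile normalization and after scaling to the hybridization controls, and another TUB probeset by -0.12. The remaining TUB probeset was 1.77 higher in the inflorescence, 13.78 ± 0.14 against 12.01 ± 0.42 (adjusted p = 1.45e-09 from limma). Also higher in the inflorescence were wcH2B-8, H2A-3 (14.11 ± 0.11) and FKBP70 (13.45 ± 0.07 against 11.19 ± 0.07). The leaf was higher in the catalase gene CAT1, 13.90 ± 0.34 against 6.39 ± 0.13, in Trx-M, PRK and rbcl, and in lgul, a glyoxalase gene, 12.85 ± 0.58 against 6.91 ± 0.31. Of the probesets without a gene name, one stood at 12.70 ± 0.19 in the inflorescence and 4.37 ± 0.09 in the leaf, and one at 4.62 ± 0.56 and 14.87 ± 0.27.

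In anthers, raftin1a was higher than in the pistil, where its level of 4.27 ± 0.15 was not above the reporter probesets (adjusted p = 1.09e-09 from limma), and it was the only member of the pollen and anther list as set (1 of 1 also when adjusted over the list alone). The zinc finger gene WZF1 had 11.52 ± 0.18 in anthers and 7.70 ± 0.55 in the pistil, and GA20ox1b, a gene of gibberellin synthesis, 9.21 ± 0.05 and 5.72 ± 0.24. The avenin-like gene avnla had 7.33 ± 0.33 in anthers and 5.16 ± 0.61 in the pistil, and Pur-A1 6.39 ± 1.15 in anthers and a level not above the reporters in the pistil. The pistil was higher in XTH, 12.31 ± 0.03 against 7.31 ± 0.25, in H2A-3, 13.05 ± 0.10 against 8.07 ± 0.42, in the lipid transfer protein gene LTP3, 13.73 ± 0.03 against 9.28 ± 0.16, in amy1, 12.15 ± 0.14 against 7.95 ± 0.83, and in TUBA, with a difference of -3.68. An unnamed probeset stood at 15.17 ± 0.06 in anthers and 4.46 ± 0.17 in the pistil, and another at 5.09 ± 0.20 and 15.01 ± 0.09. The pistil arrays lack signal from the polyadenylated controls, with 18S ribosomal RNA at 5.59 ± 0.53, and the anther arrays have it, with 18S at 9.89 ± 0.51.

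By camera, the photosynthesis list had an adjusted p of 1.16e-08 with the preset and 0.000156 with the estimated correlation, and the root uptake list had 0.917 and 0.918. The cell division list had an adjusted p of 1.29e-05 with the preset correlation and did not pass with the estimated one (adjusted p = 0.0512 with an estimated correlation). Past the limma threshold, 5637 probesets were higher and 5713 lower in the leaf than in the seedling root, 5886 higher and 5946 lower in the inflorescence than in the leaf, and 5721 higher and 5716 lower in anthers than in the pistil. After scaling to the hybridization controls, the shares higher were 19.7%, 80.7% and 31.5%, against 49.7%, 49.7% and 50.0% with the signals as deposited.

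**Figure D1:**
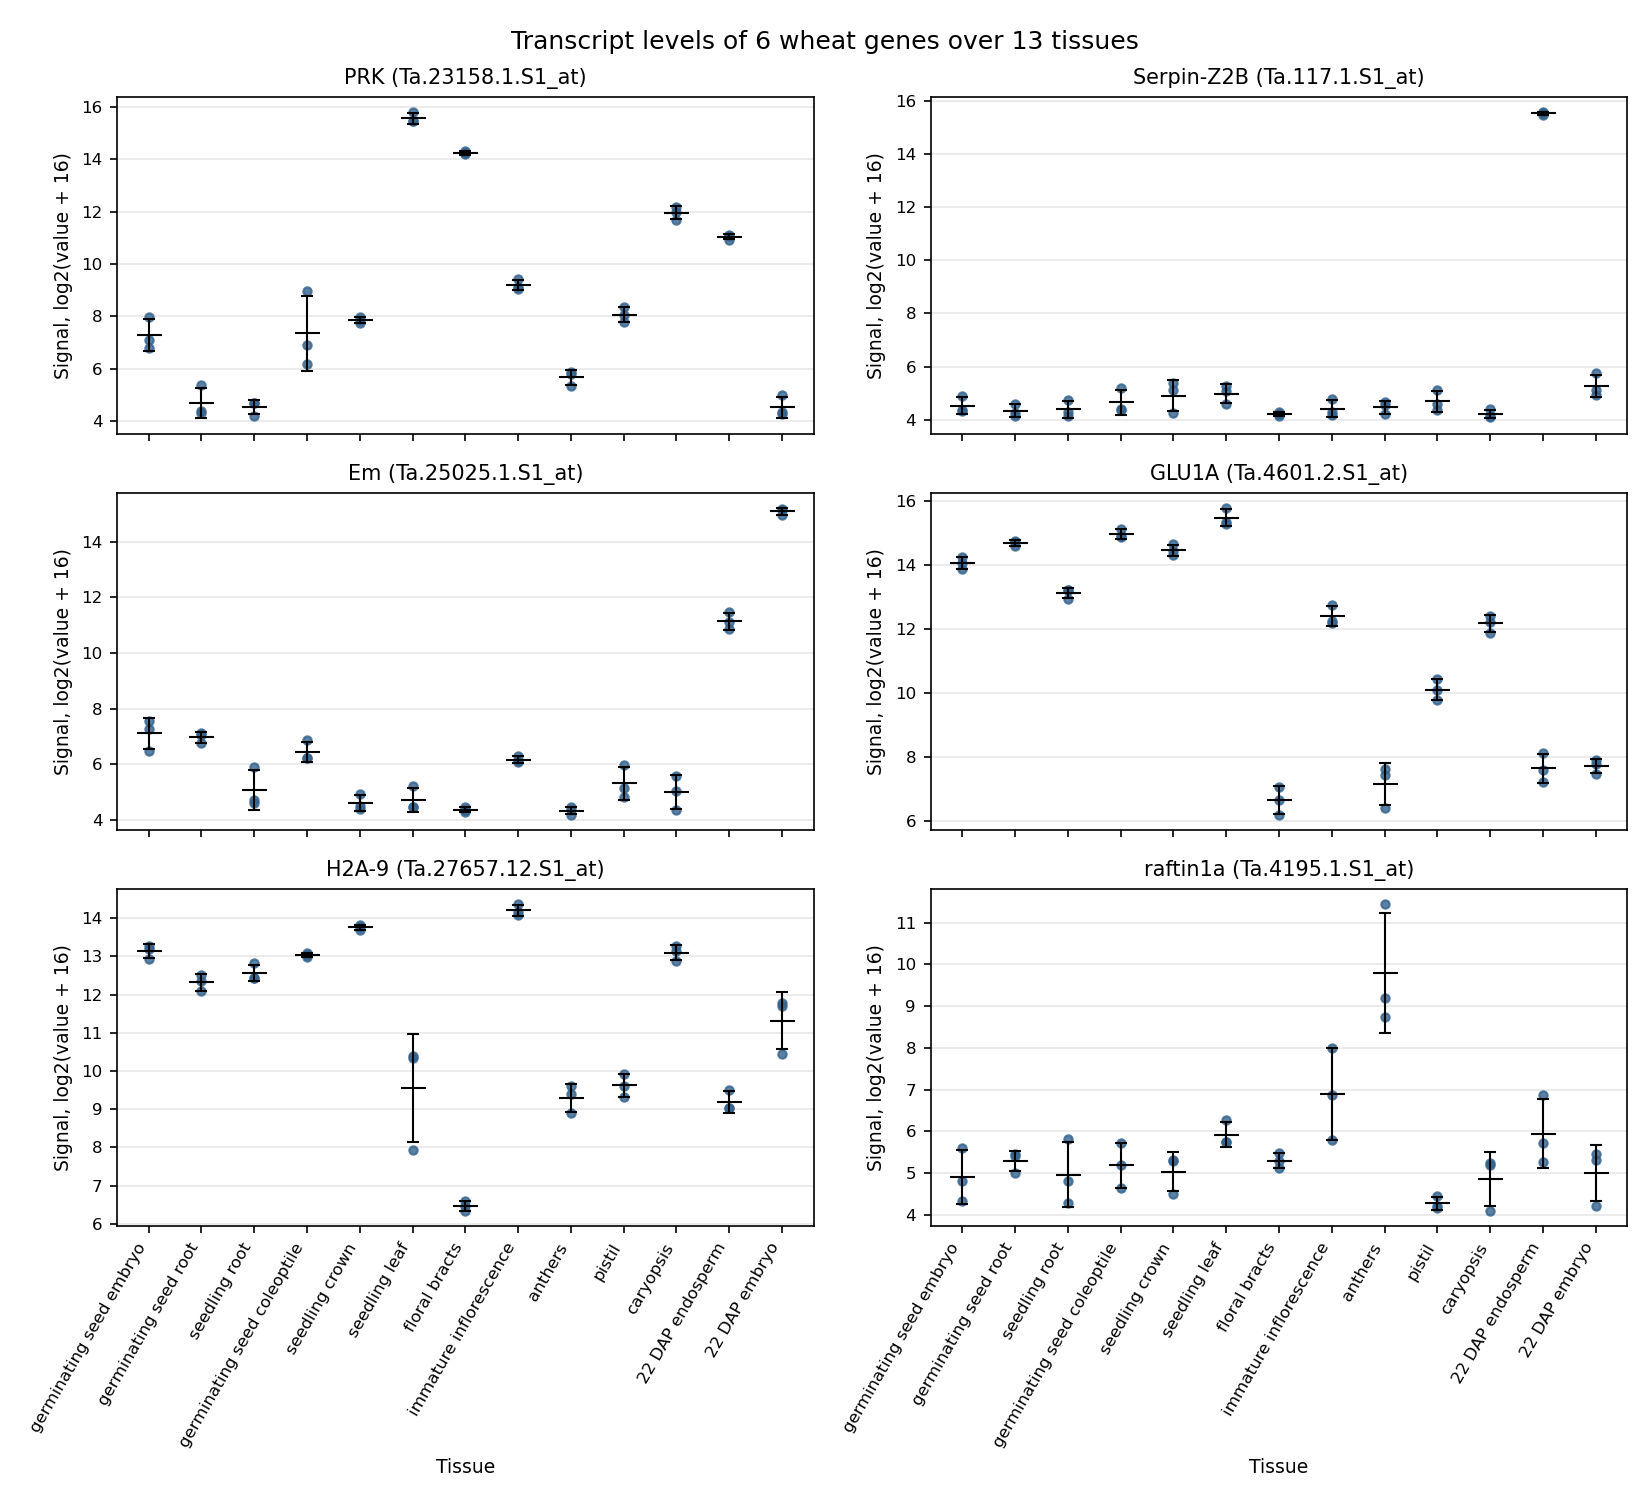
Levels (log2 signal with the offset) of PRK, Serpin-Z2B, Em, GLU1A, H2A-9 and raftin1a in the 13 tissues. Points are the 3 arrays of a tissue and bars are the mean ± SD. PRK is highest in the leaf, at 15.57, Serpin-Z2B and Em are highest in the 22 DAP endosperm and embryo, and raftin1a, at 9.80 in anthers, has the widest spread there.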

While in this paper we concentrate on the comparison of the barley and wheat transcriptomes, the comprehensive nature of the dataset means that it may be used by wheat researchers seeking to explore correlations in transcript levels across tissues to discover putatively co-regulated and/or functionally related genes and it provides a baseline against which transcription in biotically or abiotically stressed plants, other cultivars and mutants may be compared.

Using single varieties as representatives for both barley and wheat may to some extent be an oversimplification as it is known that considerable variation can exist among varieties of the same species. Indeed, extensive intra-species variation in barley has been used (employing the Barley1 GeneChip) as a genotyping tool for a cross between the barley varieties Steptoe and Morex [29,32] and for expression polymorphisms among Morex, Steptoe, OWB REC, OWB DOM, Barke, Haruna Nijo, Golden Promise and Optic (PLEXdb accession BB20, ArrayExpress E-TABM-113). We compared the relative importance of intra- and interspecies variation by making use of a common series of 6 tissues from the barley cultivars Golden Promise and Morex (taken from Ref. [27]).

For the purpose of the comparison of the transcriptomes of the two species, we found it convenient to define a set of probesets, obtained by eliminating those probesets that were potentially unreliable for various reasons (for details, see Table 1 and Materials and Methods: The Wheat GeneChip). This set of probesets will be referred to as the "high quality" set throughout this paper. This resulted in an expression dataset for 13,822 wheat probesets that could be compared, across 13 tissues, with the equivalent dataset obtained with 12,549 barley probesets hybridized by Druka et al. [27].

**Table 1:** Summary of the types of probesets present on the Affymetrix Wheat GeneChip.

**Probeset type^a^**	**Number of probesets**
Total number of probesets	61115
Cross-hybridizing (_s_at,_x_at,_a_at)	12704
Ambiguous orientation (A1)	10643
Members of 5' (i.e. "prune") set	32578
"High quality" probesets	13822

^a^The total number of probesets does not include reporters and controls. Note that there is some overlap among the various probeset groups in this table.

### Polyploidy and the Wheat GeneChip

A comparison of the transcriptomes of barley and wheat is complicated by the fact that the latter is a hexaploid, but the design of the probesets on the wheat GeneChip did not specifically take this polyploidy into account. Hence, depending on the stringency of the probeset design, an expression profile obtained from the wheat GeneChip may receive contributions from one, two or three homoeologs. This has the potential to complicate a comparative study of gene expression in the two species. We explored this issue by comparing the probes on the wheat GeneChip with known sequences of wheat homoeologs. In Mochida et al. [33], ESTs for 90 genes were assigned to the A, B and D genomes using nullisomic lines of Chinese Spring. These authors found that 11 genes had one of the homoeologs silenced while 79 exhibited transcript accumulation for all three homoeologs.

We extracted all 25-mer probe sequences on the wheat GeneChip that exhibited a perfect match to this set of 79 × 3 = 237 sequences. Discarding probes from those probesets which are known to either cross-hybridize or are likely to hybridize inefficiently (for details, see Materials and Methods: The Wheat GeneChip), as well as homoeologous triplets for which only a very small number (< 7) of matching probes are present on the GeneChip, left 56 homoeolog triplets for which relatively reliable expression information was available from the microarray.

The distribution of matching probes for these 56 triplets is shown in Figure 1. For more than half of the homoeologous triplets a significant number of probes (≥ 7, but in most cases 10 or 11) from a single probeset match perfectly to all three copies of the gene. For many of the remaining triplets either one or two homoeologs do not significantly hybridize to any probesets. As indicated by the three bars in the right half of Figure 1, only for five triplets can significant information be obtained from two or more probesets. At first sight, this lack of specificity might seem surprising, given that for these sequences the single nucleotide polymorphism (SNP) frequency across the A, B and D genomes is around 1 per 145 bases [33]. With this SNP frequency, one might have naively expected to find imperfect matches to any given homoeolog in roughly every sixth probe. It is likely that the observed specificity is lower than this because of the design of the wheat GeneChip, on which probes were specifically designed to the conserved regions of consensus sequences. In any case, by extrapolating from this rather small sample to the whole dataset we conclude that it is likely that for over ~90% of genes the measured expression profiles represent a sum of the individual profiles of the relevant homoeologs.

**Figure 1:**
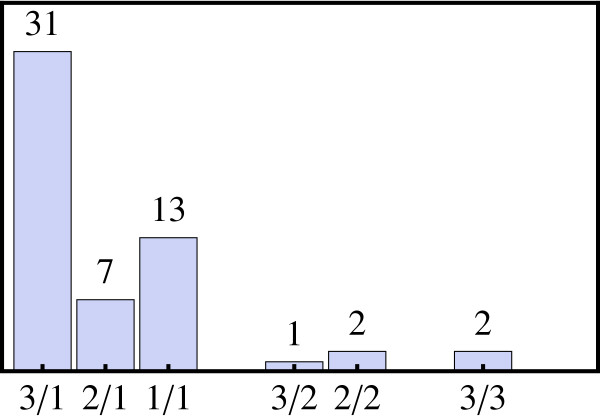
**Homoeologous sequences and the Wheat GeneChip**. The number of probesets with a significant (≥ 7) number of probes matching to 237 homoeologous sequences known to be expressed at some level is shown in this histogram. Categories are labelled as x/y, indicating that x out of 3 homoeologs are represented on the Wheat Genechip by y probesets. For example, "3/1" means that all (or almost all) probes from a single probeset match perfectly to all three homoeologs of a gene and hence that individual contributions from the homoeologs cannot be resolved; "3/2" indicates that the contribution from one homoeolog can be resolved, while the other two hybridize to a single probeset; similarly, "2/1" indicates that two homoeologs match probes from a single probeset, while the third homoeolog does not significantly hybridize to any probes. In only two cases, indicated by "3/3", can the expression of each of the three homoeologs be detected individually by probes from three separate probesets, while in the majority of cases homoeologous triplets (51 out of 56) are significantly matched by probes from only a single probeset.

### Homolog identification on the Wheat and Barley1 GeneChips

Putative homologous sequences on the wheat and barley GeneChips were inferred using a clustering approach based on sequence similarity [34-38]. This methodology was chosen over, for example, direct putative ortholog identification via the traditional best reciprocal Blast hit (RBH) method [39-41] because (a) the latter is known to be unreliable in the presence of multiple paralogs [42], (b) the RBH method can lead to misidentifications due to the incomplete coverage of the wheat and barley genomes [43-45] and (c) the RBH method could not simultaneously detect the frequent presence of both 3' and 5' fragments of individual genes on the wheat GeneChip. For details relating to this clustering, see Materials and Methods: Homolog identification on the wheat and barley GeneChips.

As a resource for the Triticeae community, we have built an on-line tool where these "homologous clusters", as well as their associated expression profiles and sequence annotation, can be interrogated. This tool, the *WebComparator*, is available at . It may be used to assess similarities and differences of expression profiles of 10,708 individual homologous clusters. Expression profile differences may be due to biological differences, but quite frequently may simply reflect problems with hybridization efficiencies for individual probesets. The tool, therefore, is also useful in assessing the reliability of individual probesets on the Affymetrix Wheat and Barley1 GeneChips. Apart from similarities and differences in expression profiles of genes in individual homologous clusters, underlying global patterns are observable in the two datasets and it is those on which we focus here.

### Gene expression in wheat and barley is highly correlated

Direct gene-by-gene comparison of expression profiles in wheat and barley is complicated by the ambiguities associated with the many-to-many relationships characteristic of the homologous clusters. However, for the class of clusters consisting of exactly one wheat probeset and one barley probeset, ortholog association is less ambiguous: apart from the aforementioned general insensitivity to individual wheat homoeologues, one would expect this class to be enriched for probesets targeting single-copy and single-spliceform genes. Using only the "high quality" probesets (Table 1), this group of clusters consists of 1,875 sequence pairs.

Transcript profiles for these probesets are shown as heat maps in Figure 2 where probesets have been sorted according to a hierarchical clustering for the barley dataset, defined via a single linkage correlation measure. The same pattern of gene expression is clearly visible in both the barley and wheat heat maps indicating that, by and large, gene expression in the two species is highly conserved. 

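In the wheat arrays, the root of germinating seed and the root of seedlings had the most similar profiles. Their correlation across 39564 retained probesets, each centred on its mean over the 13 tissues, was 0.703. The embryo of germinating seed correlated with the crown at 0.490, with the coleoptile at 0.484 and with the root of germinating seed at 0.434, and the order of crown and coleoptile turned with an offset of 64. Leaf and floral bracts, both green organs, correlated at 0.389. The endosperm and embryo at 22 DAP correlated at 0.167, and the pistil and the caryopsis, which develops from it, at 0.200. The least similar pair was the coleoptile and floral bracts, at -0.419, followed by the crown and anthers, at -0.412. Leaving out each replicate number in turn gave 0.650 to 0.687 for the 2 roots, 0.436 to 0.457 for the embryo of germinating seed and the crown, and 0.362 to 0.379 for leaf and bracts. These correlations are across probesets, which are not independent replicates, and no test was made. Seedling root and bracts are each, in their pair, the tissue whose arrays lack signal from the polyadenylated controls, with 18S ribosomal RNA at 6.03 ± 0.10 and 5.50 ± 0.39 (SD, n = 3), against 12.34 ± 0.54 in the root of germinating seed and 10.92 ± 0.45 in the leaf. The pairs of wheat and barley sequences in Fig. 2, and its barley map, were not analysed here. From the same pattern in the barley and wheat heat maps, the paper concludes that gene expression in both species is, by and large, highly conserved.

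**Figure D2:**
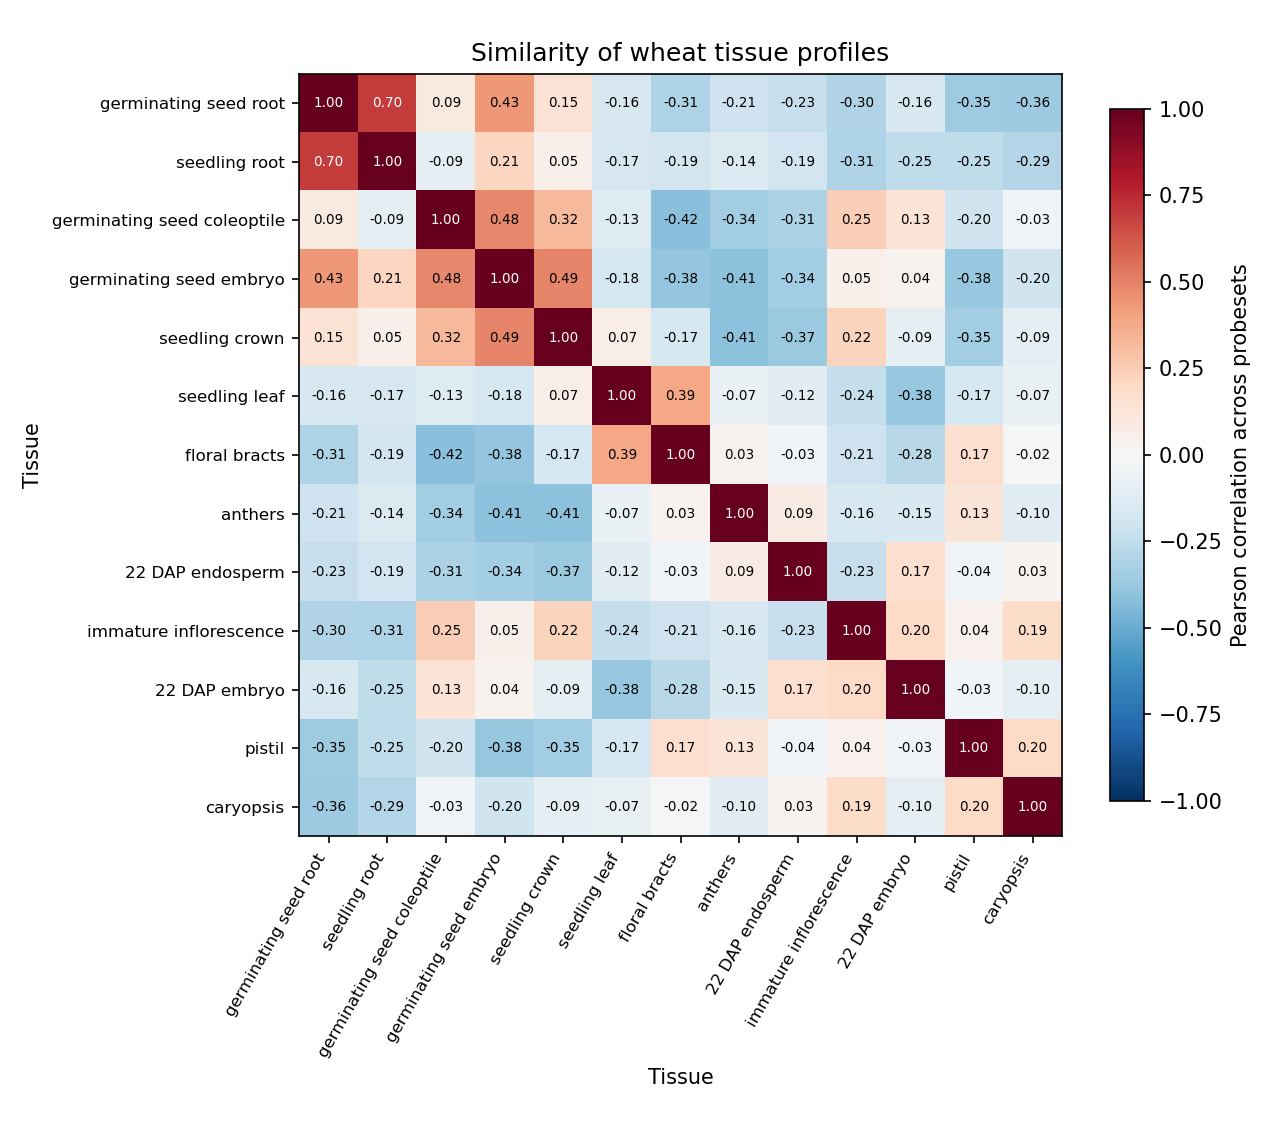
Pearson correlation between the 13 wheat tissues across 39564 retained probesets, each centred on its mean over the tissues, with tissues in the order of average-linkage clustering. The highest value off the diagonal is 0.703, for the roots of germinating seed and of seedlings, and the lowest is -0.419, for coleoptile and bracts.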

The same conclusion can be reached by inspection of the correlation distribution shown in Figure 3. The average correlation of the expression profile pairs in these 1,875 homologous clusters is 0.66.

**Figure 2:**
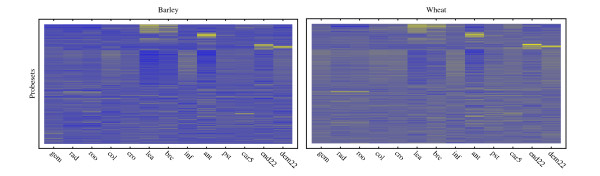
**Large-scale comparison of barley and wheat transcriptome**. These heat maps provide a comparative overview of gene expression for 1875 barley (left) and wheat (right) sequences. The same pattern of low (blue) and high (yellow) expression is clearly seen in both datasets. For this plot, expression profiles were centered and then sorted according to a hierarchical clustering of the barley data using single linkage and a correlation distance measure. Tissue abbreviations: gem – mesocotyl, rad – radicle, roo – root, col – coleoptile, cro – crown, lea – leaf, brc – bracts, inf – inflorescence, ant – anther, pst – pistil, car5 – caryopsis, end22 – endosperm, dem22 – embryo. Developmental time points are as described in [27] and include 2 day old embryos (gem, rad, col), 10 cm seedlings (roo, cro, lea), prior to anthesis (brc, inf, ant, pst) as well as 5 (car5) and 22 days (end22, dem22) after pollination. (see also Materials and Methods: Microarray Experiment).

**Figure 3:**
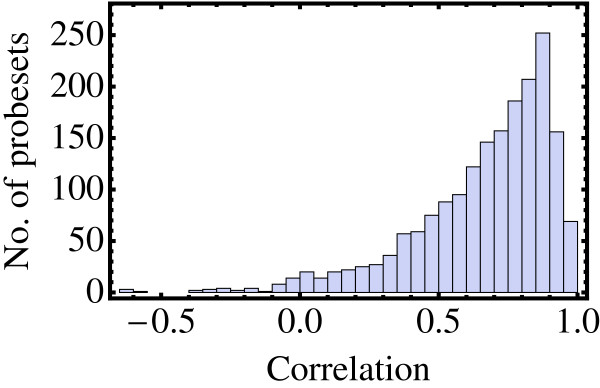
**Correlation of barley and wheat expression profiles**. The correlation distribution of 1,875 barley and wheat expression profiles is shown. Expression for putatively orthologous genes in barley and wheat tends to be highly correlated, with an average correlation of 0.66.

### Systematic relative shifts in expression levels are frequent in wheat and barley

While expression profiles in wheat and barley are highly correlated, it is also of interest to know whether the *overall *level of expression is similar. In this case the Euclidean distance between corresponding expression profiles should be small. Indeed, the accumulation of points near the origin of the Euclidean distance plot shown in Figure 4A confirms this to be generally true. However, there are also a significant number of sequence pairs whose profiles are of similar shape but offset by significant amounts (boxed region in Figure 4A). An example of this, where expression in barley is roughly 8 times that in wheat, is shown in Figure 4C. The fact that there are many more points in the upper half of the boxed region in Figure 4A as compared to the lower half shows that if profiles are offset in this way, it is generally barley that exhibits a higher signal intensity than wheat. For comparison, Figure 4B presents an analogous plot to Figure 4A, involving the two barley cultivars Morex and Golden Promise (data taken from Ref. [27]). Comparison to Figure 4A shows that, on the whole, differences between these two barley varieties are negligible when compared to the differences between the two species.

**Figure 4:**
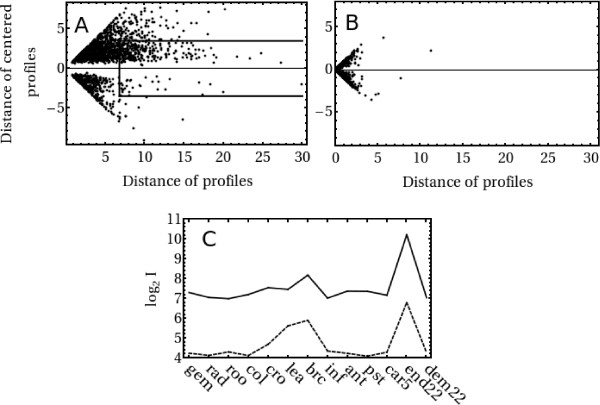
**Similarities and differences between wheat and barley profiles**. Panel A shows the Euclidean distance between wheat and barley expression profiles (x-axis) plotted against the Euclidean distance between their 'centered' profiles (y-axis) for the 1,875 "high quality" sequence pairs. In a centered profile, expression is measured relative to the average across tissues. Positive y-values correspond to average expression in barley greater than in wheat while negative y-values indicate average expression in wheat greater than barley. Expression profiles which have the same shape and overall magnitude of expression fall close to the origin of this plot, while expression profiles which have the same shape but are offset from each other simultaneously exhibit a small relative distance but large absolute distance (boxed region). For comparison, Panel B shows the analogous plot, on the same scale, for two barley cultivars Morex and Golden Promise (albeit over 6 rather than 13 tissues); data taken from Ref. [27]). Panel C shows a typical barley (solid line) and wheat (dashed line) expression profile identified from the boxed region in Panel A to be of similar shape but differing by an offset. In this case the offset corresponds to a signal intensity 8 times higher in barley than wheat. The particular example shown here corresponds to the wheat contig TaAffx.78909.1.S1_at and the barley Contig16549_at, annotated as a MYB transcription factor.

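The wheat probeset of Fig. 4C was highest in the endosperm, bracts and leaf. Its level was 8.02 ± 0.30 (SD, n = 3) in the 22 DAP endosperm, 7.26 ± 0.40 in floral bracts, 7.06 ± 0.53 in the seedling leaf and 6.03 ± 0.33 in the crown. In the other 9 tissues it lay between 4.29 and 4.96, not clearly above the reporter probesets, with 4.36 ± 0.07 in the seedling root and 4.29 ± 0.04 in the pistil. On the linear scale, the MAS5 signal was 247 ± 57.0 in the endosperm, 141 ± 39.2 in bracts and 3.56 ± 0.501 in the pistil. The tissues differed in limma's F test (adjusted p = 3.43e-11). The endosperm was 1.99 above the crown (adjusted p = 5.97e-05 from limma), 0.95 above the leaf (adjusted p = 0.0396 from limma) and 0.76 above bracts (adjusted p = 0.108 from limma), with a standard error of 0.37 each. The difference to the leaf had no adjusted p under 0.05 when replicate 1, 2 or 3 was left out, and the difference to bracts had one after quantile normalization. After scaling to the hybridization controls, none of these 3 differences had one, that to the crown was 0.49 and that to bracts had the other sign. The gene table used here gives this probeset no gene name, and the barley contig was not analysed here.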

If this unexpected difference of signal intensities in wheat and barley were to reflect an underlying difference in mRNA levels for these genes it would be of interest to compare the corresponding protein levels in these two species. This might indicate a surprising shift of regulatory control from the transcriptional to the translational level. However, because overall shifts in signal intensities as measured by two different platforms can easily have a technical origin we have sought to independently verify the effect using quantitative real-time PCR (QPCR). The results are shown in Figure 5, where microarray signal intensities are plotted against expression levels as measured by QPCR for a number of different sequence pairs (for details, see Materials and Methods: Quantitative RT-PCR (QPCR) verifications). Four wheat and four barley sequences where the overall microarray fluorescence intensity in wheat is significantly higher than in barley are indicated by "W". Three wheat and four barley sequences where the microarray results for barley is significantly higher than wheat are marked by "B". Five sequence pairs where microarray fluorescence intensities are roughly the same for the two species are indicated as plain data points and were used to generate a calibration curve for the two types of measurements. 

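The wheat sequences chosen for QPCR differed in how much they varied between tissues on the arrays. The sequence with the widest range went from 13.10 ± 0.09 (SD, n = 3) in anthers to 8.40 ± 0.14 in the seedling leaf. Another one went from 11.00 ± 0.67 in the leaf to 6.73 ± 0.33 in the 22 DAP embryo. A sequence with the opposite order was highest in the 22 DAP embryo, at 12.19 ± 0.19, and lowest in the leaf, at 8.88 ± 0.23, and one more went from 14.13 ± 0.08 in the 22 DAP embryo to 10.48 ± 0.32 in anthers. The sequence highest in the immature inflorescence had 9.85 ± 0.10 there and 7.71 ± 0.30 in the endosperm, and the one highest in the embryo of germinating seed had 13.46 ± 0.08 there and 11.93 ± 0.16 in bracts. Least variable were one highest in the endosperm (12.31 ± 0.16) and one highest in the pistil (10.62 ± 0.09), with ranges of 0.78 and 0.75. All 12 retained probesets varied between the 13 tissues in limma's F test, with an adjusted p between 6.63e-20 and 0.000111. Averaged over the 11 tissues used for QPCR, their levels went from 7.82 to 13.40. Table 4 prints the same primers for 2 of the wheat sequences. Over the 13 tissue means on the arrays their Pearson correlation was -0.419 (two-sided permutation p = 0.155) and Spearman's rho was -0.187 (permutation p = 0.541). Without seedling root and caryopsis, the tissues farthest from the median of the first, Pearson's r was -0.461. Which sequences belong to the groups marked in Fig. 5 was not assigned, and the QPCR values were not analysed here.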

The uncertainty of this calibration, in the form of single prediction 95% confidence limits, is indicated by shaded regions in Figure 5.

**Figure 5:**
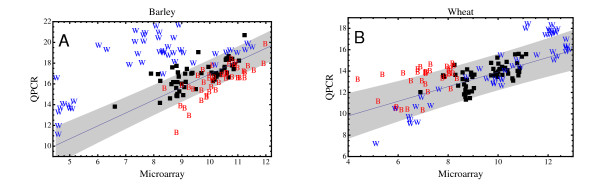
**Validation of selected barley and wheat expression profiles via QPCR**. A comparison of logarithmic fluorescence intensities, as measured on the microarrays, with logarithmic QPCR expression levels is shown. Barley data is shown in Panel A and wheat data in Panel B. Four wheat and four barley sequences where the average microarray fluorescence intensity for wheat is greater than barley give rise to the expression levels labelled by "W" (This comparison is carried out individually for each of the eleven tissues, hence there are a total of 44 points marked "W"). Three wheat and four barley sequences where the microarray fluorescence intensity for wheat is less than barley are marked by "B". Plain black data points indicate five sequence pairs where the microarray fluorescence intensities for wheat and barley are comparable. Data from these five sequence pairs were used to generate a calibration curve between the QPCR and microarray data in the form of a straight line fit (solid line) and associated 95% single prediction confidence limits (shaded region).

We first concentrate on those data points, marked by a "W", where the wheat profile obtained with the microarray is significantly higher than the corresponding barley profile. Expression data for barley (Panel A, Figure 5) show that these sequences exhibit a microarray fluorescence intensity that is significantly at odds with that expected from the corresponding QPCR signal. At the same time there is no sign of anomalous differences between the QPCR and microarray measurements for the corresponding wheat expression (Panel B, Figure 5). We conclude from this that for those orthologous pairs for which microarray measurements indicate expression in barley to be systematically lower than in wheat (i.e. the lower boxed portion in Figure 4A) the differences are likely to be due to a deficient signal obtained from the barley microarray, and not due to enhanced expression in wheat. We defer comment on the likely origin of this deficiency to the Discussion section.

For sequence pairs where the barley profile is systematically higher than its wheat counterpart (i.e. those shown in the upper boxed portion of Figure 4A and marked with a "B" in Figure 5) the situation is less clear. These data points do fall mostly within the calculated 95% confidence limits for a consistent QPCR and microarray signal and the data is, therefore, consistent with the conclusion that for a significant number of genes the transcriptional activity in wheat is indeed below that in barley. We caution, however, that at this stage one also cannot rule out that the discrepancy may be due to simultaneous small shifts of technical rather than biological origin, causing the barley fluorescence in the microarray data to be systematically increased and at the same time the wheat fluorescence to be systematically decreased somewhat from what they should be.

### 5' Probesets on the Wheat GeneChip hybridize unpredictably

The comparison of expression information between wheat and barley provides a unique opportunity to assess the reliability of the hybridization signal from the wheat GeneChip. This is important because the wheat microarray contains, apart from the usual probesets designed for sequences for which there is good evidence that they are near the 3' end of the gene (such as the presence of a poly-A tail), a large number of probesets for which this evidence does not exist (see Materials and Methods: The Wheat GeneChip; for convenience, we refer to the latter as "5' probesets"). 

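Control transcripts with a probeset near each end showed what signal the arrays gave at the 5' and the 3' end of the same wheat transcript. The 5' probeset of sucrose synthase was the weaker one, with a 5' minus 3' difference of -5.07 on the log2 scale over the 13 tissues (pooled SD between replicates 0.340, n = 3 per tissue). For glucose-6-phosphate dehydrogenase the difference was -2.17 (SD 0.303), and for the cytochrome P450 transcript CYP86-TA -1.36 (SD 0.484). Actin had -0.23 (SD 0.732) and elongation factor ef1a 0.24 (SD 0.932), both smaller than the SD between single replicates. This does not show equal signal at both ends, and actin differed widely between tissues, as given below. Ubiquitin, with 0.84 (SD 0.0664), and gapdh, with 1.97 (SD 0.695), had the stronger signal at the 5' probeset. The 5' and 3' probesets of a transcript have different probes, so the size of 1 difference is no measure of degradation, and only its change between tissues can be read. For sucrose synthase the mean over bracts, pistil and seedling root was -3.42, against -5.56 over the other 10 tissues, and for glucose-6-phosphate dehydrogenase the means were -1.21 and -2.46. The 5' probeset of sucrose synthase was not clearly above the reporter probesets in anthers (4.91) and leaf (5.24), so the differences there depend on background and offset, while in the other 8 of the 10 tissues its level was 6.97 or more and the difference between -6.07 and -5.39. The other 5 transcripts were not higher in all 3 of these tissues. CYP86-TA had 1.59 ± 0.29 (SD, n = 3) in bracts, -0.95 ± 0.20 in the seedling root and -1.95 ± 0.13 in the pistil, and actin -2.04 ± 0.14, 0.46 ± 0.16 and -1.55 ± 0.58. The 3' probeset of CYP86-TA was near the reporters in bracts (5.15). No test was made of these differences. The wheat 5' and 3' probesets linked through barley sequences were not analysed here.

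**Figure D3:**
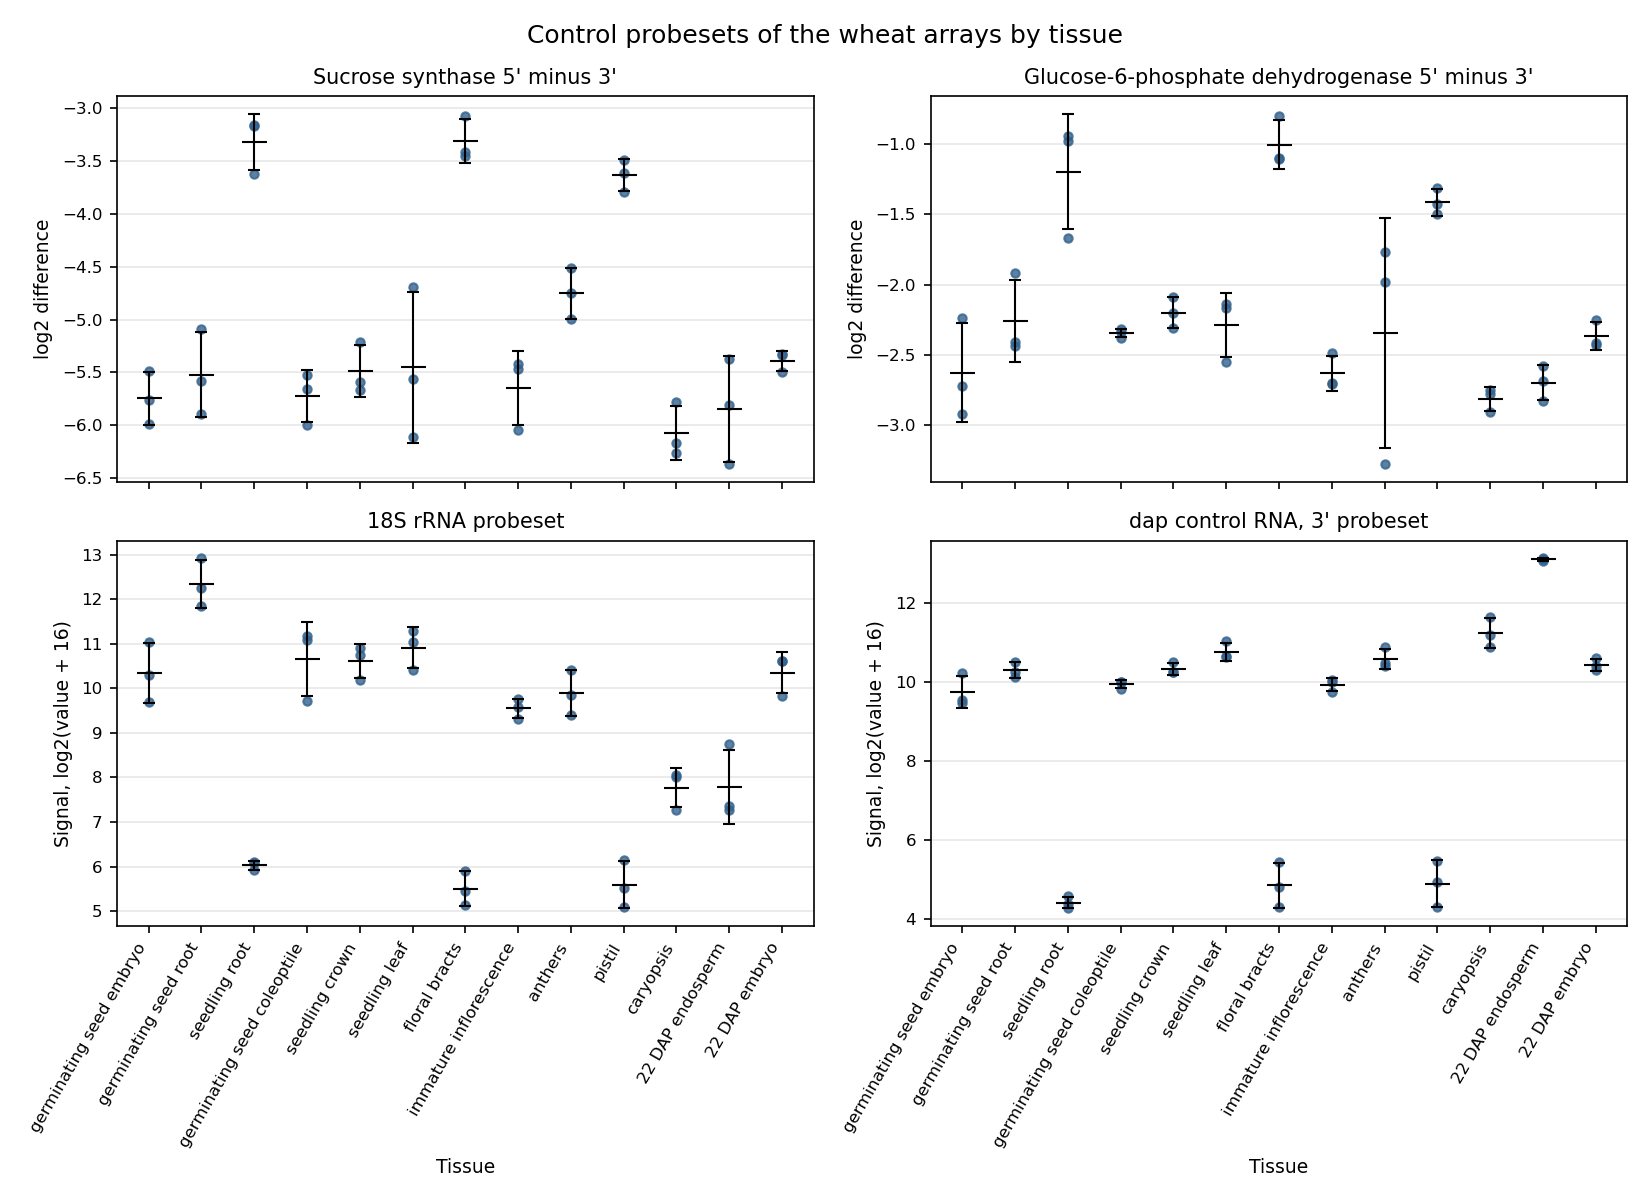
Control probesets in the 13 tissues, on the log2 scale. The panels give the 5' minus 3' difference of sucrose synthase and of glucose-6-phosphate dehydrogenase, the level of 18S ribosomal RNA and the level of the 3' probeset of the dap control, with points for the 3 arrays of a tissue and bars for the mean ± SD. Bracts, pistil and seedling root stand apart in each, with 18S at 5.50, 5.59 and 6.03.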

Because of mRNA degradation away from the 3' end, one might expect the latter to lead to a reduced signal.

Individual 3' and 5' probesets can be inferred to correspond to the same gene if they both show strong sequence similarity to a barley sequence but at the same time do not have a significant similarity with each other. Indeed, of the approximately 5,300 consensus sequences from the 5' set homologous to a barley sequence, 78% can be associated to a wheat 3' sequence in this way. A subset of these sequences is contained in the class of homologous clusters shown in Figure 6A. There are 1,590 clusters of this type in our dataset.

**Figure 6:**
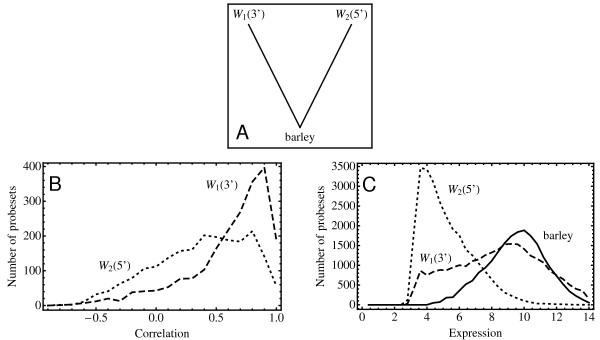
**Expression differences between wheat 3' and 5' probesets**. Comparison of expression profiles for wheat and barley allows an assessment of the reliability of the wheat 5' probesets. Homologous clusters of the type shown in Panel A suggest the simultaneous presence of both a 3' (W_1_) and 5' (W_2_) wheat probeset for the same gene that, at the same time, is homologous to a particular barley gene. The correlation of the expression profiles of these 3' and 5' probesets are shown in Panel B. On average, the profiles obtained from the 5' probesets show significantly lower correlation with that of their barley homologs than do the 3' probesets. This can also be seen in the distribution of the expression values themselves in Panel C. In general, expression values as measured by the 5' probesets tends to be much lower than those of their barley counterparts (solid line), while the signal from the corresponding 3' probesets shows a distribution roughly similar to that of the barley homologs.

The distribution of correlations of the expression profiles from this set of 3' and 5' wheat sequences is shown in Figure 6B. The typical correlation between the 3' wheat and barley profile is quite high (mean = 0.57), while the correlation between the 5' wheat and barley profiles tends to be considerably lower (mean = 0.32). It appears from this that while some 5' wheat probesets might very well give a reliable signal, on average the reliability is significantly lower than that of the 3' wheat probesets. Additional evidence to support this conclusion is shown in Figure 6C where the distribution in actual expression levels for both the wheat 3' and wheat 5' probesets is shown along with the expression levels in barley. It appears from this plot that the signal from the 5' probesets is consistently substantially lower than the signal from the barley probesets. Finally, a cursory inspection of profiles for any homologous cluster using the *WebComparator * shows that probesets from the 5' set often don't show any significant hybridization. We conclude that one needs to interpret the signal from these probesets with great care and for this reason we shall not include them in our comparative analyses.

### Conservation and divergence of gene function in wheat and barley

Gene and protein expression studies indicate that, in general, sequence divergence after duplication events is associated with a divergence of functionality in the resulting paralogs, presumably because of reduced selection pressure after duplication [46,47]. In fact, it is widely believed that gene duplication – either individually or as part of genome-scale duplication events – is crucial for providing the resource for the subsequent evolution of genes with new functions [48,49]. Genome-wide studies of this sequence divergence have mostly been undertaken in sequenced organisms separated by reasonably large evolutionary distances. The wheat and barley tissues series permit such a study in these more closely related grass species. Consider homologous clusters of the type presented in Figure 7. The type of cluster shown in Figure 7A is consistent with a gene duplication event in wheat, with subsequent sequence divergence of sequence W_2_. Similarly, Figure 7B is consistent with a gene duplication in barley, with subsequent sequence divergence of sequence B_2_. The "high quality" dataset contains 24 and 94 examples of this type of cluster, respectively.

**Figure 7:**
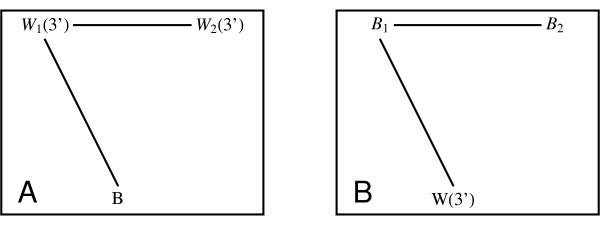
**Homologous clusters exhibiting greater intra-species than inter-species sequence similarities**. These types of clusters are indicative of a gene duplication having occurred in wheat (Panel A) or barley (Panel B). The absence of a significant Blast hit between W_2 _and B (or B_2 _and W) is consistent with subsequent sequence drift of one member of the duplicated pair.

A measure of functional divergence, on the other hand, is once more provided by the correlation between wheat and barley expression profiles. For the cluster shown in Figure 7A, if the correlation between the profile for the barley sequence B and the wheat sequence W_1 _(*C(B, W*_1_)) is similar to the correlation between B and W_2_(*C(B, W*_2_)), one would conclude that there is little relation between functional and sequence divergence. On the other hand, *C*(*B*, *W*_2_) <*C*(*B*, *W*_1_) would indicate a possible relationship. The results of these comparisons are presented in Table 2. The average correlation between the profiles for B and W_1 _is higher than that for B and W_2_, and similarly the profiles for W and B_1 _are on average more correlated than those for W and B_2_. While the sample sizes are small, the P-values associated with a Wilcoxon signed-rank test indicate that these differences are likely to be significant. In short, wheat and barley apparently exhibit a correlation between divergence of gene function and gene sequence akin to that found in less closely related species.

**Table 2:** Expression profile conservation versus sequence conservation.

Gene pair	<C>	N	P-Value
B – W_1_	0.33		
		24	0.012
B – W_2_	0.15		

W – B_1_	0.51		
		94	0.087
W – B_2_	0.43		

The correlation of gene expression profiles in wheat and barley increases with similarity of gene sequence. Gene pairs refer to those shown in Figure 7A (top two rows) and 7B (bottom two rows). <C> refers to the average Pearson correlation for the expression profiles of these gene pairs. N is the sample size and the P-value is calculated using the Wilcoxon signed-rank test.

### Dosage constraints in wheat and barley

While gene duplication provides opportunities for the evolution of new gene function, it has also been argued that selective pressure can maintain original function after a duplication event. This might occur if the gene codes for part of a protein complex [50], thus imposing strong stoichiometric constraints, or if 'buffering' of crucial functions [51] is required. In addition, studies in yeast [52] and Paramecium [53] indicate that dosage constraints may account for the inhibition of divergence of duplicated genes. These authors found that, at least in these two species, duplicate copies of genes are more likely to be retained if the expression level is high than if it is low, presumably in order to maintain high transcript levels.

We have compared the wheat and barley transcriptomes to see if such a correlation between maintenance of gene function and expression level persists in these two species. Again, we use conservation of the expression profiles (i.e. the correlation) between wheat and barley genes as an indirect measure of conservation of function. The results, using all wheat and barley probesets from the "high quality" set linked by a reciprocal Blast hit, are shown in Figure 8A. Genes that are expressed at a higher level tend to be genes which have more correlated expression profiles. In order to make sure that this is not an artefact of noise washing out underlying correlations at low expression levels we confirmed that the trends shown in Figure 8A persist even if genes with low expression levels (e.g. less than 7) in any tissue are left out of the analysis. 

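In the wheat arrays, genes with higher expression also had the more reproducible profiles. Among probesets with a mean level of 4 to 5, the profiles of single replicates over the 13 tissues correlated at 0.207 on average (mean of the 3 pairs of replicate numbers, 8141 probesets). At a mean level of 5 to 6 the value was 0.370 and at 7 to 8 it was 0.793. From 9 to 10 it was 0.919 and from 12 to 13 it was highest, at 0.954 (529 probesets), and at 14 to 15 it was 0.934. The mean over all 39564 retained probesets was 0.540. With every probeset left out that had a tissue mean under 7, 6701 remained, with a mean of 0.898. Among these the correlation was 0.616 for the 272 probesets at 7 to 8, 0.841 at 8 to 9 and 0.954 at 12 to 13. The limit leaves probesets at 7 to 8 that differ little between tissues, with a median SD between tissues of 0.409 against 0.844 for all retained probesets at 7 to 8, so these values are not read as a trend with expression. The SD between the 3 pairs of replicate numbers was 0.0134 in the lowest of these bins and 0.0101 at 12 to 13. These means are over probesets, which are not independent replicates, and the replicate numbers were not taken to match samples between tissues. The limit of 7 is on the scale of MAS5 signals with the offset here and on the RMA scale in the paper, and correlations between wheat and barley were not analysed here.

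**Figure D4:**
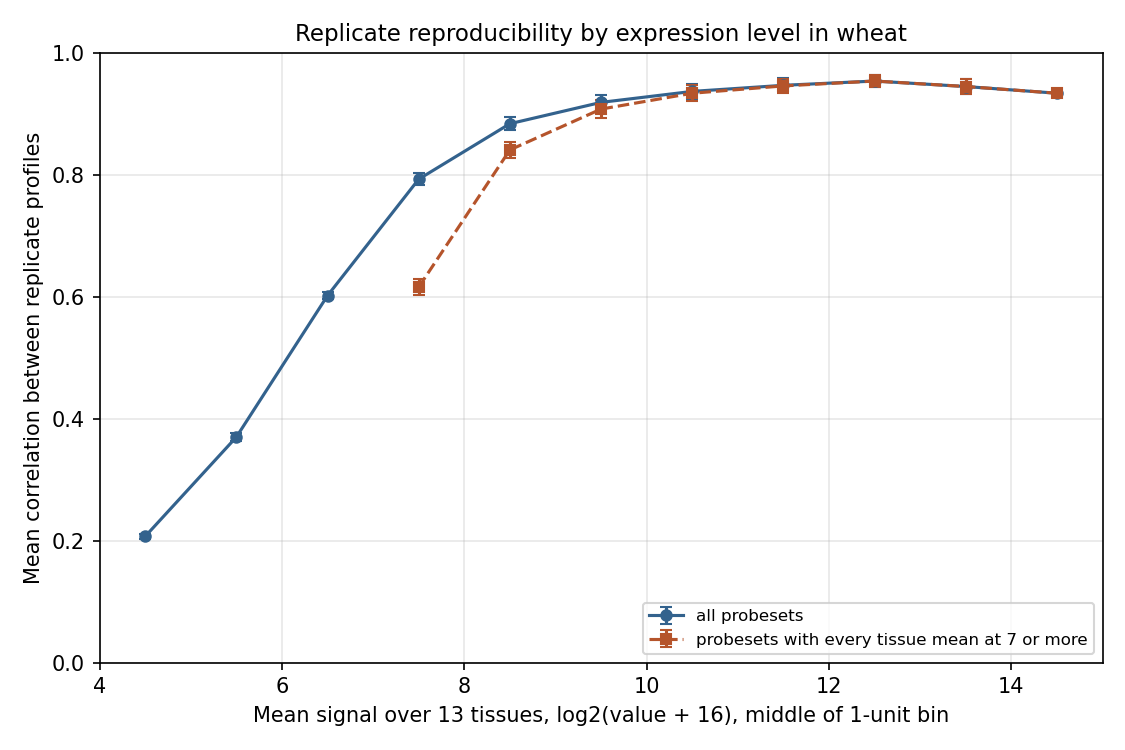
Mean correlation between the profiles of single replicates by mean expression level, in bins of 1 log2 unit, for all retained probesets and for those with every tissue mean at 7 or more. Error bars are the SD between the 3 pairs of replicate numbers. In the second set the lowest bin is at 0.616 and the highest value is 0.954.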

Finally, one sees that the same correlation persists if one uses sequence similarity instead of profile similarity as a measure for conservation of gene function (Figure 8B). We conclude, therefore, that for wheat and barley the maintenance of high expression levels is a significant driver in maintaining gene function.

**Figure 8:**
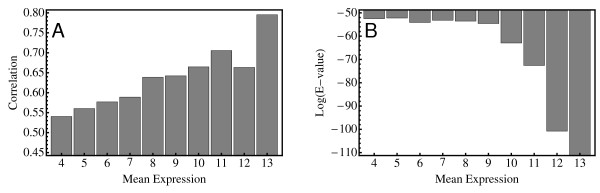
**Dosage constraints on gene evolution**. In Panel A, the correlation between expression profiles of wheat and barley genes linked by reciprocal Blast hits in the homologous clusters is plotted against the overall mean expression level for these gene pairs. The profiles exhibit higher correlation if the actual expression levels themselves are high, suggesting that gene function tends to be more conserved for highly expressed genes. In Panel B, the mean expression is plotted against sequence similarity (i.e. E-values of the Blast hits), indicating that there is an analogous correlation between the level of expression and sequence similarity.

## Discussion

### Gene expression in wheat and barley is highly correlated

Our results (Figures 2 and 3) indicate highly correlated gene expression for the subset of barley and wheat genes in the 'high-quality set' that belong to homologous clusters with exactly one member from each species. While this restriction makes ortholog identification relatively unambiguous, it also leads to a biased sample: by construction, this selection is enriched for genes that are not members of gene families and/or genes where the sequence differences between homoeologs are small (or only one of the homoeologs is functional). It is quite possible, even plausible, that the average correlation of a broader gene set that includes members of gene families may differ from the value 0.66 observed in our more restricted set. Indeed, if the presence of gene family members is taken to indicate increased redundancy, one might well expect that the average correlation of expression levels might reduce. While, given the lack of reliable sequence information, it is not feasible to test this conjecture at present, it is interesting to note that our restricted sample of 1875 sequence pairs exhibits, on average, higher expression levels than the complete "high-quality set": expression levels in barley appear increased marginally by 37%, while in wheat they are roughly doubled.

### Conservation and divergence of gene function in wheat and barley

The evolution of new functional roles for duplicated genes can depend on a number of mechanisms. Most directly, accumulation of sequence changes in coding regions can lead to changes in protein structure, either by substitution of amino acids or through the evolution of new splice variants. This type of sequence divergence after gene duplication is well documented [47]. Numerous studies have observed the expected decreased selective pressure on sequence conservation after duplication through comparisons of synonymous and non-synonymous nucleotide substitutions [54]. A second mechanism is provided through alteration of gene regulation imparted through mutation in *cis*-acting elements and/or alterations of *trans*-acting factors. This alters a gene's expression repertoire even in the absence of changes in its sequence. The relationship between these two mechanisms also sheds light on the importance of selective pressure in the evolutionary process; random drift under a neutral model would result in unrelated expression and sequence changes, while strong selective pressure would be reflected by a positive correlation.

The results in Table 2 provide an indication that gene activity patterns across tissues and accumulation of sequence changes after gene duplication are positively correlated in wheat and barley, as one would expect in the presence of selective pressure [55]. This finding is in agreement with some of the studies in model species such as yeast [56], *C. elegans *[57], *Drosophila *[58] and primates [59]. However, these results are by no means universal and in other studies no clear correlation is observed [60]. For example, no [61] or weak [16] correlation was observed in two studies using the model plant *Arabidopsis*. It is likely that the lack of agreement reflects differences in approach; for example, in some studies sequence divergence is measured on the protein level, in others it is quantified through the rate of non-synonymous substitutions and others through the rate of synonymous substitutions. In some studies tandem duplications are separated out from ancient segmental duplications, while in others (including ours) they are not. Expression divergence, on the other hand, will clearly depend on the number and types of different temporal, spatial and environmental conditions which are probed.

We believe that at present the results shown in Table 2 should be seen as indicative only. Gene duplication and subsequent divergence is only one possible source for the apparently correlated divergence of sequence and expression. A second source for this correlation might be found in the generation of new alternative splice forms rather than new genes, with the original splice form maintaining its expression pattern but the new one diverging.

Furthermore, as opposed to the species mentioned above, wheat and barley do not have sequenced genomes and this naturally has an influence on the reliability of the available sequence and expression information. Here sequence divergence was assessed purely on the basis of the existence (for W_1 _and B_1 _in Figure 7) and absence (W_2 _and B_2_) of a Blast hit of sufficient quality. This is a cruder measure than a count of synonymous substitutions, and other effects such as a reduced sequence length of W_2 _and B_2 _due to incomplete EST information could easily impact on this. In addition, our sample size is quite small because it includes only those homologous graphs that we considered to be the most reliable, i.e. those containing the Blast hits of the type shown in Figure 7. Notwithstanding these qualifications, these latter issues would tend to reduce any underlying correlation, so the presence of these in Table 2 may actually be relatively robust. We also note that any remaining cross-hybridization between W_1 _and W_2 _(or B_1 _and B_2_), which we have sought to eliminate by considering only the "high-quality" dataset that doesn't contain "_x,s,a_at" probesets, would also tend to reduce any difference in the correlation signal. Improved knowledge of the sequence content of these two species will increase the reliability of the signal that we have observed.

A second effect apparent in Table 2 should be treated with even more caution. The expression profiles of duplicated wheat genes appear to be considerably less similar to that of their barley ortholog (correlation coefficients ~0.33 & 0.15) than duplicated barley genes and their wheat ortholog (correlation coefficients ~0.51 & 0.43). These correlations can be compared to those 1,875 sequence pairs discussed earlier where there is no evidence of gene and/or splice form duplication (correlation ~0.66). While it might be tempting to conclude that expression patterns in wheat evolve faster than their counterparts in barley, this signal is sensitive to any asymmetry in design of the two GeneChips. In particular, as discussed in [26] and at , the EST clustering procedures used in the construction of the Barley1 and Wheat Genechips was rather different, particularly in their treatment of potential splice-variants. It could well be these differences has led to differing proportions of probesets on the two GeneChips designed to individual splice forms.

Because both alternative splice forms as well as gene duplications potentially contribute to the asymmetries in Table 2, a differing admixture of the two could easily be responsible for this asymmetry between the species.

### Highly expressed genes show correlated expression in wheat and barley

Numerous studies have shown that genes transcribed at high levels tend to evolve more slowly than genes transcribed at low levels [62-64]. As already mentioned above, the "rate of evolution" in this type of study is quantified by sequence divergence, either on the DNA level by counting synonymous and/or non-synonymous substitutions or on the protein level by counting amino acid changes. The results shown in Figure 8B show that this correlation between sequence conservation and mean expression level can clearly be seen in the wheat and barley transcriptomes, even though we use the comparatively rough measure of a Blast hit E-value to quantify sequence similarity.

### Systematic shifts in expression levels and platform dependant biases

While differential hybridization signal (i.e. fluorescence) intensities in a select number of tissues are highly likely to be indicative of true biological differences between wheat and barley, great care must be taken in interpreting overall shifts of fluorescence levels in the same way. The RNA extractions for these experiments were performed in two different laboratories and, of course, with different species using GeneChips with two different design philosophies. RNA hybridization to the GeneChips, on the other hand, was performed at the same facility in a virtually identical manner. Even issues such as the poor hybridization efficiency of the large number of wheat 5' probesets are likely to have an impact on the relative normalization. Without an absolute standard, a rigorous relative calibration of the two datasets therefore seems very difficult, if not impossible. Our approach to this issue was two-fold: firstly, while one might not be able to control the overall normalization uncertainty one can attempt to estimate its importance and secondly, as described, we performed additional QPCR measurements in an attempt to verify interesting outcomes.

An estimate of the overall normalization uncertainty is provided by the data shown in Figure 4A. For these data, the average difference in (logarithmic) fluorescence levels is around 0.8, indicating that on average the fluorescence levels for the barley data are about 75% higher than the corresponding levels for the wheat data. Under the assumption that the true average expression level in the two species is similar one would conclude that overall normalization issues may account for a factor of around 2 between the datasets. The differences, often 10-fold or more, of the observed fluorescence levels shown in Figures 4C and 5 makes this an unlikely explanation.

For those probesets where there is a systematic decrease in the observed fluorescence levels in barley as compared to wheat, the barley QPCR results do not confirm the barley microarray results. This indicates that for these probesets, at least, the difference has a technical rather than biological origin. An obvious possibility for a lack of signal is the possible presence of single feature polymorphisms (SFPs; see Ref. [28]) between the probes on the Barley1 array and the Morex mRNA being hybridized to it. If this is the case, the rough consistency of QPCR and microarray results for wheat, for those probesets with enhanced microarray fluorescence levels in barley, would indicate that the SFPs do not play as much of a role in the hybridization of Chinese Spring to the wheat GeneChip as they do for the hybridization of Morex to the Barley1 GeneChip.

There is corroborating evidence supporting this conjecture. The Barley1 GeneChip was designed using the ESTs collected from 84 libraries, originating from EST projects in Japan, Finland, Germany, Scotland, and the US, respectively. Five major and a few minor cultivars were used, representing the favorite from each project. In the end, the majority of these ESTs were from Barke (Germany) and, to a lesser extent, Morex (US) [26]; in total, only about 1 in 7 ESTs used to design Barley1 came from Morex [28]. The dominant cultivar in the EST collections used to design the wheat GeneChip, on the other hand, is Chinese Spring. One would, therefore, expect a greater prevalence of SFPs between Morex mRNA and the probes on the Barley1 GeneChip as compared to SFPs between Chinese Spring mRNA and the probes on the wheat GeneChip. We have compared the sequences in current publicly available EST collections against the probe sequences on the two GeneChips and find that this is indeed the case: from this comparison, we estimate that the probability of any mismatch between a 25mer barley probe and Morex sequence to be around 2.9% while for the wheat GeneChip the probability of a mismatch between a probe and a Chinese Spring sequence is around 1.5%. Assuming independence, this implies that in Figure 4A of the order of ten or so Barley1 GeneChip probesets may contain more than two SFPs when compared to Morex sequences, while for Chinese Spring the effect is negligible. In other words, SFPs between the two cultivars and their respective GeneChips may indeed be responsible, qualitatively and quantitatively, for the discrepancies between the QPCR and microarray results observed for barley but not wheat.

## Conclusion

We have performed a comparative study of gene expression in barley and hexaploid wheat, using 13 different tissues and developmental stages. The comparison has been achieved through the clustering of almost 84,000 wheat and barley sequences represented on the Affymetrix wheat and barley GeneChips into homologous clusters, with over 10,700 clusters containing more than one sequence. Detailed comparisons of expression profiles for all of these sequences have been made available at  and individually the two gene expression atlases can be explored further at , accession numbers BB3 and TA3.

We have established that on the whole there are strong similarities between expression patterns of homologous genes in the two species. This conclusion could only be reached, however, by first taking into account the differing designs of the two GeneChips. Among several confounding factors, the most significant is the presence of over 32,000 probesets on the wheat GeneChip not clearly anchored to the 3' end of gene sequences. The expression profiles obtained with these probesets and, particularly, the comparison to expression profiles of homologous barley sequences clearly shows that most lead to a significantly compromised signal. In this way, our comparative results provide a significant resource aiding the interpretation of the hybridization signal from individual probesets in future experiments employing the wheat GeneChip.

Our results indicate that the hybridization signal obtained from the wheat GeneChip generally does not differentiate between wheat homoeologs. Detailed study of homoeolog expression patterns across tissues awaits the construction of microarray platforms that specifically target regions of homoeolog sequence divergence and/or studies employing direct transcriptome sequencing.

Finally, we have used several high-quality subsets of our expression datasets to investigate some of the more prominent, but nevertheless comparatively small, systematic differences between the wheat and barley data. As is to be expected, we found that great care must be taken to distinguish genuine differences in the transcriptomes from artifactual differences due either to the dissimilar design of the GeneChips and/or the disparity in our current knowledge of the wheat and barley genomes. Examples of the latter include a systematic shift in absolute expression found in a significant number of wheat and barley putative orthologs. On the other hand, we also found a comparatively clear indication that highly expressed wheat and barley genes tend to be evolutionarily conserved, both in sequence as well as transcriptional activity. This observation for these two grasses is in agreement with results from previous studies of model species.

## Methods

### Experiment design

Wild-type wheat (*Triticum aestivum *L. cv. Chinese Spring) was grown in a temperature-controlled growth room with 16 h light (22°C) and 8 h dark (16°C) at approximately 80% humidity. Thirteen plant tissues were selected to represent the major stages of wheat development and to mirror the experiment of Ref. [27] for barley (cv. Morex). The number of plants harvested and the developmental stages selected are as described in [27], with the following exception: while in the latter samples were collected for three stages of caryopsis (namely, 5, 10 and 16 DAP), for wheat only caryopsis 3–5 DAP was used. Three independent biological samples (replicates) represented a tissue type.

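The 3 replicates of a tissue were least variable in the immature inflorescence and most variable in the endosperm. The median over retained probesets of the SD between replicates was 0.265 on the log2 scale in the inflorescence, 0.280 in the caryopsis and 0.285 in the crown. It was 0.391 in the 22 DAP endosperm, 0.373 in the leaf and 0.344 in anthers. For the other 7 tissues it lay between 0.290, in the embryos of germinating seed and at 22 DAP, and 0.340, in the seedling root. Endosperm, leaf and anthers also had the brightest hybridization controls, at 12.35, 11.80 and 11.66. The order is therefore not read as variability of the organs alone. Over 78 pairs of tissues, residuals of replicates with the same number correlated at -8.81e-05 on average, against 5.43e-05 for other numbers. Of 234 pairs of such samples, 0 correlated above 0.1, with a range of -0.0633 to 0.0975. The highest mean was that of seedling crown and leaf, 0.0619 against -0.0308. Seedling root had 0.0319 with the leaf and 0.0286 with the crown. The lowest, for root and coleoptile of germinating seed, was -0.0294. A weak pairing of the seedling organs is therefore not excluded, but the samples were treated as unpaired.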

RNA isolation and quality checking were performed as described in Ref. [27]. Labeling and hybridization to the Affymetrix wheat GeneChip was carried out at the Iowa State University GeneChip facility . Background subtraction and normalization for both experiments was performed using the RMA normalization procedure [65,66] and the three biological replicates were averaged. The data is expressed on a logarithmic scale (base 2), as usual.

### Data access

All detailed data and protocols from these experiments have been deposited in PLEXdb , a unified public resource for gene expression for plants and plant pathogens. Files are categorized under accession TA3 for the wheat gene atlas and BB3 for the barley gene atlas. TA3 has also been deposited at NCBI-GEO as accession GSE12508.

### The Wheat GeneChip

It is crucial to take into account the different design philosophies of the Affymetrix wheat and barley GeneChips when comparing the transcriptome data obtained with them. In order to maximize the reliability of results we impose rigorous constraints to arrive at a set of probesets that may be judged to be reliable. The design of the Barley1 GeneChip has already been discussed in detail in Ref. [26]. Additional information on both GeneChips can be found in the technical support section of . Here we briefly summarize the relevant details of the wheat GeneChip. This GeneChip contains, apart from a small number of reporters and controls, 61,115 probesets. All but 73 of these are made up of 11 25-mer perfect-match (and accompanying mismatch) probes. 

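Probesets with a suffix for cross-hybridization gave brighter signals than the retained ones. The mean over the 39 arrays of the array's median level was 9.55 for "_a_at", 8.39 for "_s_at" and 7.96 for "_x_at" probesets, against 6.04 for retained probesets. The lowest median on any array was 9.15, 7.90 and 7.56 in these classes, each above the highest of the retained probesets, 6.40. The share that varied between tissues in limma's F test over all probesets was 98.4%, 92.9% and 90.5%, against 71.5% of the retained probesets. Within the retained set, the 15404 probesets named Ta had a mean median level of 7.26 and the 24160 named TaAffx 5.65. No test between classes was made.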

As is usual for these GeneChips, there are a number of probesets where one or more probes are known to cross-hybridize in one way or another (for details, see Appendix B of the "GeneChip Expression analysis manual" available at ): their names are suffixed by "_s_at" (2617 probesets), "_x_at" (6766 probesets) and "_a_at" (3321 probesets). Because of the danger of unwanted cross-hybridization complicating ortholog identification across the two species, as well as the fact that in any case these probesets are often provided in addition to uniquely hybridizing probesets, we do not include them in the comparative analysis carried out in this paper. For the same reason, the results presented here only make use of those probesets from the Barley1 GeneChip for which ESTs could be assembled into a contig. Singleton ESTs tend to have shorter sequence, increasing the chance that confusion arises when trying to match them to a particular sequence present on the other GeneChip. 

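The ".A1" probesets gave more signal than the retained probesets as a whole, and less than those of the retained that are named Ta. Their median level was 7.07 on average over the arrays, between 6.54 and 7.45. The 8847 of them without a suffix for cross-hybridization had 6.78, between 6.29 and 7.12, and the highest median of the retained probesets overlaps this range. Of the ".A1" probesets 85.4% varied between the 13 tissues in limma's F test, and of those without a suffix 83.2% did. The retained probesets named Ta varied in 83.4% and those named TaAffx in 63.8%. The orientation of single probesets was not analysed here.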

Finally, in our comparative analysis we also disregard the 10,643 probesets marked with the suffix ".A1" because they are predominantly of the wrong orientation.

Furthermore, the wheat GeneChip includes a considerable number of probesets not clearly anchored to the 3' end (32,578 out of 61,115; Close and Davies, personal communication). These form part of the so-called "prune" set in Affymetrix's design pipeline and are usually used for checking probes for potential cross hybridization Throughout this paper we refer to these as "5' sequences". This type of sequence was not included on the Barley1 GeneChip because, while they may be useful for gene discovery, their hybridization efficiency is unreliable. Unless explicitly indicated otherwise, we do not consider them in our comparative analysis.

Finally, as discussed below, an additional quality control on the GeneChip sequences was obtained by demanding that the relative orientation of the consensus sequences on the barley and wheat GeneChips should be the same. Our comparative analysis leaves out sequences with opposite or inconsistent orientation on the two chips.

After all these cuts, 13,822 wheat probesets and 12,549 barley probesets remained and it was this set that we used. We stress, however, that expression results from *all *probesets have been included in the data contained in the *WebComparator *.

### Homolog identification on the Wheat and Barley GeneChips

We identified putative wheat and barley homologs using the following approach

1) After constructing non-redundant sets of consensus and exemplar sequences for the wheat and barley GeneChips, respectively, we performed all possible wheat-barley, barley-wheat, wheat-wheat and barley-barley sequence comparisons using NCBI's gapped Blastn [67] algorithm. The intra-species comparisons were performed in order to avoid, as much as possible, issues associated with the incomplete representation of the wheat and barley genomes on the two GeneChips.

2) A directed graph was constructed from the results of these sequence comparisons, with the nodes consisting of the non-redundant sequences. A directed edge starting at node *i *(being a sequence from genome *I*) and ending at node *j *(a sequence from genome *J*) was defined to exist if a) node *j *was the best Blast hit to node *i *when sequence *i *was compared to genome *J *and this Blast hit had an E-value better than the cut-off C = 10^-50^, or b) if the Blast hit had an E-value within a tolerance T = 10^-5 ^of that of the best Blast hit (if the best Blast hit had an E-value of 0 then this limit was taken to be within 10^-5 ^of machine precision instead). Note that keeping Blast hits which are close to the best Blast hit is useful if several homoeologs with near-identical sequence are present and/or if probesets have been tiled to both the 3' and 5' end of the same sequence, as was done for the wheat GeneChip.

3) Finally, the resulting graph was decomposed into connected sub-graphs (termed "homology graphs"), with those sequences contained within a sub-graph defining a putative "homologous cluster".

The results are quite insensitive to the choices for C and T; the precise value of C tends to be immaterial because either *I *= *J *(i.e. an intra-species comparison), in which case the best Blast hit naturally almost always links the sequence back to itself with an E-value of 0, or – if I ≠ J (an inter-species comparison) – the general similarity between wheat and barley sequences ensures that if a homolog is present at all it tends to have a similarity very much better than E ~ 10^-50^. The precise value of T, on the other hand, is not critical for a similar reason; most Blast hits are found to be either very close to the best Blast hit (usually with an E-value within a factor of 100 or so of the best E-value) or considerably further removed. In other words, while we have not attempted to distinguish homoeologs, paralogs and orthologs (only a phylogenetic treatment can do this), by using the above approach the detection of homologs in general is relatively unambiguous.

Typically, the homology graphs are rather small: only 105 out of a total of 10,708 non-trivial homology graphs contain more than 10 vertices. A much larger number of these graphs, just over 40,000, are found to be 'trivial' in the sense that they contain only 1 node, i.e. for these sequences, the Blast searches did not result in a significant hit to any other sequences. This should not be interpreted to mean that there are large numbers of genes in wheat and barley having no counterpart in the other species. Rather, inspection of the trivial graphs shows that about 57% of them correspond to 5' wheat sequences (presumably not having a significant overlap with the typically longer barley sequences) and slightly less than 10% correspond to short barley ESTs rather than longer contigs. It is to be expected that most of the remaining 13,000 sequences or so are unmatched because the two GeneChips do not represent the entire complement of genes from the two species. In principle, the number of trivial graphs could be reduced by increasing C considerably; however, we did not do so in order not to increase the number of false positive associations.

### Quantitative RT-PCR (QPCR) verifications

cDNA was synthesized from the same RNA that was hybridized to the wheat and barley GeneChips for 11 of the 13 tissues (excluding anthers and pistils). While three independent RNA samples were used in the microarray experiment, the QPCR cDNA was prepared for only one of the three RNA samples. Results from this sample were compared to the microarray results from the same sample. Templates of 5 μg total RNA for barley and 0.5 μg total RNA for wheat were used for the cDNA synthesis reaction with Superscript III RNAse H-Reverse Transcriptase (Invitrogen, Australia) according to the manufacturer's protocol.

Four control genes were assessed (actin, GAPdH, EFA and cyclophilin). The primers for the barley control genes are described in Ref. [68], while the wheat primers are listed in Table 3. The selection of barley and wheat probesets used for the comparison of microarray and QPCR results was drawn from the boxed region indicated in Figure 4A and is summarized in Table 4. Three groups of sequences were examined: two of these involved sequences (mostly sequence pairs) giving rise to intensity profiles similar to those shown in Figure 4C, with either wheat or barley having a higher overall intensity, while the third group consisted of sequence pairs whose fluorescence intensity profiles did not show significant intensity differences in the microarray experiments. These were either sequence pairs that did not show significant intensity differences in the microarray experiments or individual sequences used as internal controls for the QPCR experiments. Primer sequences designed from the corresponding consensus sequences are also shown in Table 4. Normalization factors were calculated from the three best control genes as described by Vandesompele et al. [69]. The QPCR was carried out as described by Crismani et al. [70].

**Table 3:** Q-PCR primer pairs used for the wheat control gene.

**Gene**	**Forward primer**	**Reverse primer**	**Product size (bp)**
ELF1	CAGATTGGCAACGGCTACG	CGGACAGCAAAACGACCAAG	227
GAPDH	TTCAACATCATTCCAAGCAGCA	CGTAACCCAAAATGCCCTTG	220
Cyclophilin	CAAGCCGCTGCACTACAAGG	AGGGGACGGTGCAGATGAA	227
Actin	GACAATGGAACCGGAATGGTC	GTGTGATGCCAGATTTTCTCCAT	236

Primer sequence details for the control genes used in the Q-PCR verification of selected wheat expression profiles and the size of the corresponding RNA products.

**Table 4:** Q-PCR primer pairs used to amplify selected barley and wheat transcripts.

**Probeset**	**Forward primer**	**Reverse primer**	**Product size (bp)**
**Barley1**			
Contig8230	TACATGCTCTTGTTTGGTGCTACTG	AAGGTAAGTAGGCAGCAGTGAAGGT	204
Contig6943	GGGGAAATCCCAGGTCGTCGAT	GGCTTGCTGCTAGGGTTTTCAG	266
Contig7925	CGAACCGTAGAATGTGTAAGGG	GGGAGGAAAGATACACGCTT	114
Contig3031	TTACTATGCTGGATATGGACAAGGG	TCTCATCTCATGTCTGGAAGACCC	190
Contig4668	CCCCCCACAAGTACCTGAAGA	CGTTGGCTTGCTTAGCTCTTCC	286
Contig7671	CTAAGCGACCTTGCATCTTTTGAC	AACGCTAGTGCTACTGGCAGGA	213
Contig20269	GAAGGCTCAGAAAGTTGCTGCTAT	GCAAAATCATTCACTGCTTCCAGAG	224
Contig5740	GAGGCTGTTCAGCAACTGGACTG	CAAGGATCCCAGCCACATACTG	227
Contig15148	GATCTCTTCGTGGTGGATCACATAC	GCTTGATGTCCTATGCTTTCCAA	221
Contig11660	ACCTCATCAACCTCTGCGGC	TTCCAGAGAACGGAGGCAGG	210
Contig14399	AGAAAGAGAGATTTTGAAGCTTGGC	AATCCATCGCCATGCCAACT	213
Contig15147	GGCGGGGCACTTTTGAGGACAT	CGAGCCTGCGACGGGTTATT	182
Contig2400	AAGCATGCCGCCATCCCGTT	CCCAACCTGACAACTCCACCTAGA	244
**Wheat**			
Ta.3039.1	ACGTCCATAACGATGGTCTTCATTG	GTAGTGGCCTCAGCATCACCATTGC	170
Ta.13729.1	TTTTCTACATGCTCTTGTTTGGTGC	AAAAGATCAACCCATGTGCTGCTCC	265
Ta.27013.1	CGAAGCGTGTATCTTTCCTC	CAGACACAAACGAAAATGAC	183
Ta.7602.1	AGCCCCCCACAAGTACCTGATGATG	GTCGTCATCCTCGTCACCATCTTCC	201
Ta.27369.1	TTACTATGCTGGATATGGACAAGGC	TGCTACAACATTAGCCTTGACAGTG	230
Ta.9536.1	GCCCTAAACGACCTTGCATCTTTTG	AAACTGAAGCACTAACCTACGACGC	236
Ta.968.1	ATGTGCTGCGTCGTCAGATACATAG	TACCCTCCTCGACTTCCTTGTGATC	204
Ta.4425.1	GATGCCATCAGATCCTCCAATT	GCCACTCCGTTGTGTCATAATATGG	235
Ta.27038.1	CGAAGCGTGTATCTTTCCTC	CAGACACAAACGAAAATGAC	151
Ta.7256.1	CATCTCATGGTACCTGACTGTCGA	GCAACAGACTGCCACCAGCA	264
TaAffx.46790.1	TCATGTCAGTTTATTGCAAGG	CAGTGACACTATAACAATACAGTTCT	240
TaAffx.128707.1	GAAAAGGTTGTAGTTCAGAAGG	TTGCTCTGGACTACTGTCTTC	259

Primer sequence details used in the Q-PCR verification of selected barley and wheat expression profiles and the size of the corresponding RNA products.

## Authors' contributions

AWS conceived and performed the analysis and drafted the manuscript. TS and GM grew the plants and extracted the mRNA. RAC and RPW organized and carried out the microarray hybridizations. EK created the *WebComparator *software application. BL performed the QPCR verifications. GJM, AD, RW, RPW and PL conceived, organized and obtained the funding for the collaborations behind wheat and barley tissues series. UB participated in the analysis and QPCR verification and together with RW participated in drafting the manuscript. All authors reviewed and edited the manuscript.

## References

[B1] Feuillet C, Langridge P, Waugh R (2008). Cereal breeding takes a walk on the wild side. Trends Genet.

[B2] Zohary D, Hopf M (2001). Domestication of plants in the Old World.

[B3] Devos KM, Gale MD (1997). Comparative genetics in the grasses. Plant Mol Biol.

[B4] Ramakrishna W, Dubcovsky J, Park YJ, Busso C, Emberton J, SanMiguel P, Bennetzen JL (2002). Different types and rates of genome evolution detected by comparative sequence analysis of orthologous segments from four cereal genomes. Genetics.

[B5] Islam AKMR, Shepherd KW, Sparrow DHB (1981). Isolation and characterization of euplasmic wheat-barley chromosome addition lines. Heredity.

[B6] Adams KL, Wendel JF (2005). Polyploidy and genome evolution in plants. Curr Opin Plant Biol.

[B7] Levy AA, Feldman M (2004). Genetic and epigenetic reprogramming of the wheat genome upon allopolyploidization. Biol J Linn Soc.

[B8] Kashkush K, Feldman M, Levy AA (2003). Transcriptional activation of retrotransposons alters the expression of adjacent genes in wheat. Nat Genet.

[B9] He P, Friebe B, Gill B, Zhou J-M (2003). Allopolyploidy alters gene expression in the highly stable hexaploid wheat. Plant Mol Biol.

[B10] Paterson A, Bowers JE, Chapman BA (2004). Ancient polyploidization predating divergence of the cereals, and its consequences for comparative genomics. Proc Natl Acad Sci USA.

[B11] Adams KL, Cronn R, Percifield R, Wendel JF (2003). Genes duplicated by polyploidy show unequal contributions to the transcriptome and organ-specific reciprocal silencing. Proc Natl Acad Sci USA.

[B12] Feldman M, Levy AA (2005). Allopolyploidy-a shaping force in the evolution of wheat genomes. Cytogenet Genome Res.

[B13] Bottley A, Xia GM, Koebner RMD (2006). Homoeologous gene silencing in hexaploid wheat. Plant J.

[B14] Bottley A, Koebner RMD (2008). Variation for homoeologous gene silencing in hexaploid wheat. Plant J.

[B15] Kashkush K, Feldman M, Levy AA (2002). Gene loss, silencing, and activation in a newly synthesized wheat allotetraploid. Genetics.

[B16] Blanc G, Wolfe KH (2004). Functional divergence of duplicated genes formed by polyploidy during Arabidopsis evolution. Plant Cell.

[B17] Ma L, Chen C, Liu X, Jiao Y, Su N, Li L, Wang X, Cao M, Sun N, Zhang X (2005). A microarray analysis of the rice transcriptome and its comparison to Arabidopsis. Genome Res.

[B18] Flagel L, Udall J, Nettleton D, Wendel J (2008). Duplicate gene expression in allopolyploid Gossypium reveals two temporally distinct phases of expression evolution. BMC Biology.

[B19] Quesada T, Li Z, Dervinis C, Li Y, Bocock PN, Tuskan GA, Casella G, Davis JM, Kirst M (2008). Comparative analysis of the transcriptomes of *Populus trichocarpa *and *Arabidopsis thaliana *suggests extensive evolution of gene expression regulation in angiosperms. New Phytologist.

[B20] Krom N, Ramakrishna W (2008). Comparative analysis of divergent and convergent gene pairs and their expression patterns in rice, Arabidopsis, and *Populus*. Plant Physiol.

[B21] Mangelsen E, Kilian J, Berendzen KW, Kolukisaoglu ÜH, Harter K, Jansson C, Wanke D (2008). Phylogenetic and comparative gene expression analysis of barley (Hordeum vulgare) WRKY transcription factor family reveals putatively retained functions between monocots and dicots. BMC Genomics.

[B22] Horvarth DP, Schaffer R, West M, Wisman E (2003). Arabidopsis microarrays identify conserved and differently expressed genes involved in shoot growth and development from distantly related plant species. Plant J.

[B23] Becher M, Talke IN, Krall L, Krämer U (2004). Cross-species microarray transcript profiling reveals high constitutive expression of metal homeostasis genes in shoots of the zinc hyperaccumulator Arabidopsis halleri. Plant J.

[B24] Ueda A, Kathiresan A, Bennet J, Takabe T (2006). Comparative transcriptome analyses of barley and rice under salt stress. Theor Appl Genet.

[B25] Taji T, Seki M, Satou M, Sakurai T, Kobayashi M, Ishiyama K, Narusaka Y, Narusaka M, Zhu J-K, Shinozaki K (2004). Comparative genomics in salt tolerance between Arabidopsis and Arabidopsis-related halophyte salt cress using Arabidopsis microarray. Plant Physiol.

[B26] Close TJ, Wanamaker SI, Caldo RA, Turner SM, Ashlock DA, Dickerson JA, Wing RA, Muehlbauer GJ, Kleinhofs A, Wise RP (2004). A new resource for cereal genomics: 22K barley GeneChip comes of age. Plant Physiol.

[B27] Druka A, Muehlbauer G, Druka I, Caldo R, Baumann U, Rostoks N, Schreiber A, Wise R, Close T, Kleinhofs A, Graner A, Schulman A, Langridge P, Sato K, Hayes P, McNicol J, Marshall D, Waugh R (2006). An atlas of gene expression from seed to seed through barley development. Funct Integr Genomics.

[B28] Rostoks J, Borevitz JO, Hedley PE, Russell J, Mudie S, Morris J, Cardle L, Marshall DF, Waugh R (2005). Single-feature polymorphism discovery in the barley transcriptome. Genome Biol.

[B29] Potokina E, Druka A, Luo Z, Wise R, Waugh R, Kearsey M (2008). Gene expression quantitative trait locus analysis of 16 000 barley genes reveals a complex pattern of genome-wide transcriptional regulation. Plant J.

[B30] Potokina E, Druka A, Luo Z, Moscou M, Wise R, Waugh R, Kearsey M (2008). Tissue-dependent limited pleiotropy affects gene expression in barley. Plant J.

[B31] Poole R, Barker G, Wilson ID, Coghill JA, Edwards KJ (2007). Measuring global gene expression in polyploidy; a cautionary note from allohexaploid wheat. Funct Integr Genomics.

[B32] Luo ZW, Potokina E, Druka A, Wise R, Waugh R, Kearsey MJ (2007). SFP genotyping from Affymetrix arrays is robust but largely detects *cis*-acting expression regulators. Genetics.

[B33] Mochida K, Yamazaki Y, Ogihara Y (2003). Discrimination of homoeologous gene expression in hexaploid wheat by SNP analysis of contigs grouped from a large number of expressed sequences tags. Mol Genet Genomics.

[B34] Tatusov RL, Galperin MY, Natale DA, Koonin EV (2000). The COG database: a tool for genome-scale analysis of protein functions and evolution. Nucl Acids Res.

[B35] Tatusov RL, Natale DA, Garkavtsev IV, Tatusova TA, Shankavaram UT, Rao BS, Kiryutin B, Galperin MY, Fedorova ND, Koonin EV (2001). The COG database: new developments in phylogenetic classification of proteins from complete genomes. Nucl Acids Res.

[B36] Tatusov RL, Fedorova ND, Jackson JD, Jacobs AR, Kiryutin B, Koonin EV, Krylov DM, Mazumder R, Mekhedov SL, Nikolskaya AN, Rao BS, Smirnov S, Sverdlov AV, Vasudevan S, Wolf YI, Yin JJ, Natale DA (2003). The COG database: an updated version includes eukaryotes. BMC Bioinformatics.

[B37] Lee Y, Sultana R, Pertea G, Cho J, Karamycheva S, Tsai J, Parvizi B, Cheung F, Antonescu V, White J, Holt I, Liang F, Quackenbush J (2002). Cross-referencing eukaryotic genomes: TIGR orthologous gene alignments (TOGA). Genome Res.

[B38] O'Brien KP, Remm M, Sonnhammer EL (2005). Inparanoid: a comprehensive database of eukaryotic orthologs. Nucleic Acids Res.

[B39] Tatusov RL, Mushegian AR, Bork P, Brown NP, Hayes WS, Borodovsky M, Rudd KE, Koonin EV (1996). Metabolism and evolution of *Haemophilus influenzae *deduced from a whole-genome comparison with *Escherichia coli*. Curr Biol.

[B40] Hirsh AE, Fraser HB (2001). Protein dispensability and rate of evolution. Nature.

[B41] Jordan IK, Rogozin IB, Wolf YI, Koonin EV (2002). Essential genes are more evolutionarily conserved than are nonessential genes in bacteria. Genome Res.

[B42] Wall DP, Fraser HB, Hirsh AE (2003). Detecting putative orthologs. Bioinformatics.

[B43] Tatusov RL, Koonin EV, Lipman DJ (1997). A genomic perspective on protein families. Science.

[B44] Remm M, Storm CEV, Sonnhammer ELL (2001). Automatic clustering of orthologs and in-paralogs from pairwise species comparisons. J Mol Biol.

[B45] Zhang P, Gu Z, Li WH (2003). Different evolutionary patterns between young duplicate genes in the human genome. Genome Biol.

[B46] Fulton DL, Li YY, Laird MR, Horsman BGS, Roche FM, Brinkman FSL (2006). Improving the specificity of high-throughput ortholog prediction. BMC Bioinformatics.

[B47] Lynch M, Conery JS (2000). The evolutionary fate and consequences of duplicate genes. Science.

[B48] Ohno S (1970). Evolution by gene duplication.

[B49] Taylor JS, Raes J (2004). Duplication and divergence: The evolution of new genes and old ideas. Ann Rev Genet.

[B50] Papp B, Pal C, Hurst LD (2003). Dosage sensitivity and the evolution of gene families in yeast. Nature.

[B51] Chapman BA, Bowers JE, Feltus FA, Paterson AH (2005). Buffering of crucial functions by paleologous duplicated genes may contribute cyclicality to angiosperm genome duplication. Proc Natl Acad Sci USA.

[B52] Seoighe C, Wolfe KH (1999). Yeast genome evolution in the post-genome era. Curr Opin Microbiol.

[B53] Aury J-M, Jaillon O, Duret L, Noel B, Jubin C (2006). Global trends of whole-genome duplications revealed by theciliate *Paramecium tetraurelia*. Nature.

[B54] Zhang J (2003). Evolution by gene duplication: an update. Trends Ecol Evol.

[B55] Li W-H, Yang J, Gu X (2005). Expression divergence between duplicate genes. Trends Genet.

[B56] Gu Z, Nicolae D, Lu HH-S, Li W-H (2002). Rapid divergence in expression between duplicate genes inferred from microarray data. Trends Genet.

[B57] Castillo-Davis CI, Hartl DL, Achaz G (2004). *cis*-regulatory and protein evolution in orthologous and duplicate genes. Genome Res.

[B58] Nuzhdin SV, Wayne ML, Harmon KL, McIntyre LM (2004). Common pattern of evolution of gene expression level and protein sequence in *Drosophila*. Mol Biol Evol.

[B59] Makova KD, Li W-H (2003). Divergence in the spatial pattern of gene expression between human duplicate genes. Genome Res.

[B60] Wagner A (2000). Decoupled evolution of coding regions and mRNA expression patterns after gene duplication: implications for the neutralist-selectionist debate. Proc Natl Acad Sci USA.

[B61] Haberer G, Hindemitt T, Meyers BC, Mayer KFX (2004). Transcriptional similarities, dissimilarities and conservation of *cis*-elements in duplicated genes of Arabidopsis. Plant Physiol.

[B62] Pal C, Papp B, Hurst LD (2001). Highly expressed genes in yeast evolve slowly. Genetics.

[B63] Drummond DA, Bloom JD, Adami C, Wilke CO, Arnold FH (2005). Why highly expressed proteins evolve slowly. Proc Natl Acad Sci USA.

[B64] Choi JK, Kim SC, Seo J, Kim S, Bhak J (2007). Impact of transcriptional properties on essentiality and evolutionary rate. Genetics.

[B65] Irizarry RA, Hobbs B, Collins F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization and summaries of high density oligonucleotide array probe level data. Biostatistics.

[B66] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on bias and variance. Bioinformatics.

[B67] Altschul S, Madden T, Schaffer A, Zhang J, Zhang Z, Miller W, Lipman D (1997). Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. Nucleic Acids Res.

[B68] Lunde C, Baumann U, Shirley NJ, Drew DP, Fincher GB (2006). Gene structure and expression pattern analysis of three *monodehydroascorbate reductase (Mdhar) *genes in *Physcomitrella patens*: Implications for the evolution of the MDHAR family in plants. Plant Mol Biol.

[B69] Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepea A, Speleman F (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol.

[B70] Crismani W, Baumann U, Sutton T, Shirley N, Webster T, Spangenberg G, Langridge P (2006). Microarray expression analysis of meiosis and microsporogenesis in hexaploid bread wheat. BMC Genomics.

How the deposited data were processed for this re-analysis (not part of the article)

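RNA from 13 tissues of wheat cv. Chinese Spring, with 3 biological replicates each, had been hybridized to 39 arrays of the Affymetrix Wheat GeneChip. The signals analysed are MAS5 signals on a linear scale (the version is not given in the sources used), scaled by the submitters so that the 2% trimmed mean of each array is close to 500.2. The intensities were made by the authors with MAS5 as deposited, 1 intensity per probeset and array. They are not the RMA values of the paper's own analysis, which were not used here, and no detection calls were used. The barley arrays, the sequence comparison between the species, the QPCR values and the 5' sequence set were not analysed here. Samples were assigned to tissues by their labels. The embryo of germinating seed was taken as the paper's mesocotyl because the other 12 tissues matched by name.

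Values were used as log2(signal + 16), without further scaling between arrays. Probesets with the suffixes _s_at, _x_at, _a_at or .A1, the controls and the reporters were left out, which retained 39564. One mean per tissue was fitted in limma 3.58.1 under R 4.3.3, with empirical Bayes estimates of the spread and no covariates. Adjusted p-values are Benjamini-Hochberg values over all retained probesets. Variation between tissues was tested with the F test at an adjusted p under 0.05. A probeset was called higher or lower in 1 of 5 comparisons at an adjusted p under 0.05 and an absolute log2 difference of at least 1. It was called tissue-enriched when its mean was above each of the other 12 tissues, the largest of the 12 p-values was under 0.05 after adjustment and the next tissue was at least 1 lower. Gene lists were compared with all other retained probesets by camera, with a preset correlation of 0.01 and with an estimated one. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

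The comparisons, the alternatives, 11 of the gene lists and the rule for named genes were set before the data were examined. The lists were photosynthesis, root uptake and transport, seed storage proteins, starch synthesis, inhibitors of amylase and protease, embryo maturation, germination hydrolases, cell division, MADS-box, pollen and anther, and reference genes, and a list of thionins was added. The search terms of 9 of these lists were extended from the gene names in the reference tables, and thionins added, before any expression value of these genes was seen. The terms as first written gave 0 retained members for storage proteins, cell division, and pollen and anther. They gave 1 each for hydrolases, root uptake and starch synthesis, 2 each for embryo maturation and inhibitors, and 22 for photosynthesis. The MADS-box and reference gene lists had 0 members with a gene, so they gave no result. Named genes were the probesets the paper names, the 5 named genes with the largest difference in each direction of a comparison, up to 3 named tissue-enriched genes per tissue, and the 2 largest and 2 smallest members of each list. For a comparison, only probesets past the threshold counted whose replicates did not overlap between both tissues, which chance gives in 1 of 10 splits of 3 against 3 arrays. Where few had a name, the largest without one were added. GAG56D, Glc1, wcH2B-6, the other petC probeset, the TUB probeset higher in the inflorescence and amy1 in the comparison of the embryos fall outside this rule. They were chosen after their values were seen.

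Similarity between tissues is Pearson's correlation across retained probesets of tissue means centred on each probeset's mean. Reproducibility is the mean of the 3 correlations between the profiles of single replicate numbers over the 13 tissues, averaged over probesets in bins of 1 log2 unit. The correlation between both QPCR sequences with 1 primer pair was tested with 1e+05 permutations. On simulated data with 3 replicates in 13 tissues, a change of 1.5 log2 units was found for 43% of changed probesets by the F test, for 33% as tissue enrichment and for 53% and 61% in a comparison, and a change of 3 for 95.3%, 91%, 99% and 97%. In the simulation only 300 of 39564 probesets were changed at each size, each in 1 tissue. In the data 70.8% varied between tissues. The threshold after adjustment was therefore stricter in the simulation, and these shares are not rates of detection in the data. With 3 arrays per tissue, differences near the threshold can still be missed. The polyadenylated control RNAs and 18S ribosomal RNA gave little signal on the 9 arrays of bracts, pistil and seedling root, and no correction was made for this.

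The alternatives were quantile normalization, scaling of each array to the same median, offsets of 1 and 64, a filter at the median level, all probesets except controls, the trend and robust options of limma, a model of only the 2 tissues compared, a replicate block, other thresholds, Spearman's correlation, and leaving out each replicate number. Added later were scaling to the hybridization controls, leaving out single arrays, leaving out or using alone the 3 tissues without polyadenylated controls, the root of germinating seed in place of the seedling root, the list terms as first written, and the alternatives for markers of other tissues. The closing section gives their effect.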

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

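The tests of a sucrose synthase isoform and both tests on the hybridization controls were chosen after the result was seen, and the others before. For the test of noise left after leaving out probesets under 7, the way of reading it was changed after its value was seen. By the rule set before, that value would have counted as noise left.

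On the 9 arrays of bracts, pistil and seedling root, the highest signal of 18S ribosomal RNA was 1.11 below the lowest of the other 30 arrays (log2) and that of the dap control 4.01 below, the 5' minus 3' difference of sucrose synthase was 2.15 higher on average, and 133 probesets were at least 1 higher in all 3 tissues than in each other tissue, a signal in control and other probesets that the paper does not discuss. The tables argue against a sucrose synthase isoform of these 3 tissues as the whole cause, since 9 of the 9 arrays also lay above the median of the other 30 in glucose-6-phosphate dehydrogenase, although the other 5 of the 7 control transcripts were not higher in all 3 tissues. RNA handling or integrity that differed between these 3 tissues and the other 10 stays open. By its shared probesets this choice of 3 tissues ranked 1 among all choices, which was the result predicted for it. The margin was only 1 over the embryo and root of germinating seed with the seedling root (132), which do not share the difference as a set. The rank cannot decide this, because tissues that are alike in expression share probesets too. The labelling reaction of these 9 arrays cannot be told apart from RNA handling, because the test needed signal from the dap control and 0 of the 9 arrays had a level of 8 or more. For the polyadenylated controls, which are added to a sample, the values argue against a biological difference between the tissues. On the 9 arrays dap, lys, phe and thr had means of 4.55 to 5.33, against 8.09 to 10.64 on the other 30. The hybridization controls of these 3 tissues, at 10.89 to 11.25, lay within the range of the others (10.62 to 12.35). For 18S ribosomal RNA, the 5' minus 3' differences and the 133 probesets a biological difference stays open. It was not tested there, since all replicates of each tissue are on 1 side.

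The hybridization controls, which are added after labelling, were brighter on the arrays of endosperm (12.35 ± 0.17, SD, n = 3), leaf (11.80 ± 0.46) and anthers (11.66 ± 0.15) than in the other 10 tissues, and the endosperm was 1.09 above the highest of these, a signal in control probesets that the paper does not discuss. The values argue against one weak array in each tissue, since the tissue means without their brightest array, 12.26, 11.53 and 11.58, all stayed above 11.25, the lowest by 0.28. A few transcripts taking much of the signal could contribute, but over 13 tissue means the share held by the brightest 1% of probesets had a Spearman correlation with the controls of 0.423 (permutation p = 0.15) and a Pearson correlation of 0.806 (permutation p = 0.0024), and without endosperm and leaf these were 0.0545 and 0.66, so the rank relation rests on those tissues. This explanation cannot be told apart from a lower yield of labelled RNA in these organs, since the yield itself was not measured. The dap control, which passes through labelling, differed between the 3 organs. It stood at 13.11 in the endosperm, above the 11.25 of the caryopsis, the next highest tissue. In leaf and anthers, at 10.77 and 10.59, it lay within the range of the other tissues with dap signal (9.75 to 11.25). A difference between the organs themselves in total RNA was not tested.

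Single-replicate profiles in wheat correlated less at low expression. Array noise of dim probesets may account for the difference over all probesets, since the SD between replicates was 0.381 higher in the lowest 3 bins than in the highest 3 (0.51 against 0.13), while the SD between tissues was 0.516 and 0.608. In the set with every tissue mean at 7 or more, the highest bin was 0.338 above the lowest, but noise left after leaving out probesets under 7 in any tissue cannot be told apart from the selection itself. The limit leaves flat profiles in the bin at 7 to 8, with an SD between tissues of 0.409 against 0.844 for all retained probesets in that bin, while the SD between replicates was no higher (0.282 against 0.375). A biological part, with less regulated genes among the dim ones, stays open, and the trend between wheat and barley in Fig. 8A was not tested.

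Other splits of the 39 arrays into 13 groups of 3 were drawn, 100 with the real one. For the probesets that varied between tissues, the tissue-enriched probesets and each of the 5 comparisons, 1 of 100 splits, the real one, gave a number as large. The other splits mix tissues within a group, which widens the spread between its arrays. This result therefore shows that replicates of a tissue are alike. It cannot exclude chance for single calls or an effect of groups of arrays. The real number and the highest of the other splits were 28020 and 1976 for variation between tissues and 3524 and 971 for tissue enrichment. They were 11350 and 3642 for leaf and seedling root, 11409 and 66 for endosperm and embryo, 6042 and 887 for the embryos, 11832 and 5299 for inflorescence and leaf, and 11437 and 786 for anthers and pistil. For the tissue with the fewest tissue-enriched probesets, 4, there were 3 of 100 splits, the real one included, with a tissue that had as many, a share under 0.05. The highest of the other splits, 971, points to a structure of the samples, and the 4 became 0 with offset 1, so nothing further is read from this number.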

How the results depend on the processing

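Chosen after the data were seen were scaling to the hybridization controls, leaving out single arrays, the 2 alternatives on bracts, pistil and seedling root, the germinating seed root in place of the seedling root, the list terms as first written, and all alternatives for markers of other tissues, whose values had been seen. The cause of the changes given here was not tested, apart from those that follow from testing more or fewer probesets, tissues, arrays or list members. With all probesets in place of the retained ones, the numbers rise because more are tested. The probesets added also vary between tissues more often, 93.1% of those with a suffix for cross-hybridization and 85.4% of the ".A1" probesets. Of the retained ones 71.5% did in the same test. Samples were treated as unpaired, and with a replicate block 27877 tissue-variable probesets were found against 28020 without it. Leaving out replicates keeps 2 arrays per tissue, or 2 in a single tissue, with the spread pooled over all tissues. Signal over background limits the dim probesets, with a median level of 6.04 for retained probesets against 4.71 for reporters. The tissue-variable probesets numbered 47480 over all probesets and 16669 within bracts, pistil and seedling root alone, where fewer arrays were fitted.

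In 3 of the 5 comparisons, those of endosperm and embryo, anthers and pistil, and inflorescence and leaf, the scaling decided which side had more probesets, while leaf minus seedling root and the embryos had more lower ones under each scaling. The median difference of all retained probesets between endosperm and embryo was 0.18 with the signals as deposited and -0.44 after scaling to the hybridization controls, and between anthers and pistil 0.11 and -0.12. With these controls it was -0.49 for leaf and seedling root, 0.51 for inflorescence and leaf and -0.22 for the embryos, against 0.02, -0.04 and 0.03 as deposited. In contrast 22 DAP endosperm minus 22 DAP embryo, higher probesets numbered 1869 after this scaling, 3935 after scaling to the same median, 3494 with offset 64, 3688 at or above the median level and 10518 over all probesets, against 6465. In contrast 22 DAP endosperm minus 22 DAP embryo, lower ones numbered 11172, 7532 after scaling to the same median and 9604 over all probesets, against 4944. In contrast 22 DAP embryo minus germinating seed embryo, higher probesets numbered 1475 with the controls, 1714 with offset 64, 4516 with no minimum difference and 5225 over all probesets, against 2760. In contrast 22 DAP embryo minus germinating seed embryo, lower ones numbered 5173 with the controls and 6403 over all probesets, against 3282. In contrast anthers minus pistil, higher probesets numbered 3443, 3378 with offset 64, 3583 at or above the median level and 9390 over all probesets, against 5721, and in contrast anthers minus pistil, lower ones 10692 over all probesets, against 5716. In contrast immature inflorescence minus leaf, higher probesets numbered 12296 with the controls and 11373 over all probesets, against 5886, and in contrast immature inflorescence minus leaf, lower ones 2936 and 10501, against 5946. In contrast leaf minus seedling root, higher probesets numbered 2803 with the controls, 3696 with offset 64 and 10166 over all probesets, against 5637, and in contrast leaf minus seedling root, lower ones 11437 and 9927, against 5713. All other alternatives run left these numbers within 1.5 times, quantile normalization, the replicate block and each left-out replicate included.

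The number of tissue-enriched probesets, 3524, was 6569 over all probesets, 1748 with a log2 difference of at least 2, 2104 with the hybridization controls and 2339 to 2524 without 1 replicate number. The ranges without replicates are over leaving out 1 replicate number in all tissues or 1 array of the tissue. Without bracts, pistil and seedling root, fewer tissues have to be exceeded. This takes away the tissue most similar to germinating seed root (seedling root, 0.703), to leaf (bracts, 0.389) and to caryopsis (pistil, 0.200). Rises under this setting are therefore not read as an effect of the arrays. In order of settings (all probesets, difference of at least 2, offset 1, without replicates), tissue-enriched probesets in 22 DAP embryo (191) numbered 338, 91, 119 and 85 to 155, with 127 without its replicate 1, and tissue-enriched probesets in floral bracts (207) 385, 86, 110 and 78 to 182, and 324 with the controls. The tissue-enriched probesets in seedling leaf (618) numbered 1300, 236, 324 and 269 to 575, 110 with the controls and 1258 without bracts, pistil and seedling root. The tissue-enriched probesets in seedling root (142) numbered 240, 76, 40 and 41 to 175, 239 with offset 64 and 68 at or above the median level, with 86 and 84 without its replicate 2 or 3. For tissue-enriched probesets in immature inflorescence (48) the values were 125, 20, 25 and 17 to 42, and 92 with offset 64. Over all probesets and with a difference of at least 2, tissue-enriched probesets in 22 DAP endosperm (722) numbered 1228 and 367, with 253 with the controls, 478 with equal medians and 389 at or above the median level. For tissue-enriched probesets in anthers (1223) these were 2280 and 668, with 768 with the controls, and for tissue-enriched probesets in pistil (232) 428 and 95, with 143 with the controls and 114 to 195 without replicates. Over all probesets, with offset 1 and without replicates, tissue-enriched probesets in caryopsis (92) numbered 160, 51 and 54 to 92, with 43 at or above the median level and 170 without bracts, pistil and seedling root. For tissue-enriched probesets in germinating seed coleoptile (21) these were 34, 11 and 8 to 23, with 35 for offset 64. For tissue-enriched probesets in germinating seed embryo (4) they were 10, 0 and 0 to 5, with 16 for offset 64, 2 at or above the median level and 1 without its replicate 2. For tissue-enriched probesets in germinating seed root (6) they were 17, 0 and 0 to 11, with 42 for offset 64, 17 with equal medians, 11 with trend and robust and 358 without bracts, pistil and seedling root, and with 0, 0 and 11 without its replicate 1, 2 or 3. The tissue-enriched probesets in seedling crown (18) numbered 3 with offset 1, 8 at or above the median level and 7 to 13 without replicates, with 10 and 11 without its replicate 2 or 3.

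The set tests of all 8 lists with 3 or more members stayed on the same side of the threshold under every alternative run for them, apart from the estimated correlation for cell division. With the list terms as first written, only photosynthesis, embryo maturation and inhibitors had 2 or more members. For the other lists no set test could be run with these terms. The adjusted p from camera ranged from 4.67e-07 to 0.00507 for list: cell division, median log2 difference, and from 0.00158 to 0.0219 for list: germination hydrolases, median log2 difference. For list: root uptake and transport, median log2 difference, it was 0.387 to 0.969, with medians of -0.88 to 0.52. The number passing in the direction of the list rose over all probesets, to 22 for cell division, 10 for embryo maturation, 13 for inhibitors, 4 for pollen and anther, 3 for root uptake, 15 for storage proteins, 2 for starch synthesis and 6 for thionins. At or above the median level, where fewer members are left, it was 5 for inhibitors, 9 for photosynthesis, 3 for storage proteins and 1 for thionins. With the list terms as first written it was 2 for embryo maturation, 1 for hydrolases, 2 for inhibitors and 0 for root uptake. For root uptake it was also 0 with only the 2 tissues fitted and with the germinating seed root.

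Single probesets are counted here by an adjusted p under 0.05 alone, without the minimum difference of 1. Of 124 results, each for 1 probeset in 1 comparison and some without a gene name, 2 reversed. The difference of ALMT1-1 between leaf and seedling root, -1.62, was 1.67 and past the threshold with the germinating seed root, and it no longer passed with only the 2 tissues fitted. The difference of a TUB probeset between inflorescence and leaf, -0.53, was 0.13 after quantile normalization and 0.48 with the hybridization controls, and is below the minimum difference throughout. For xip in the endosperm and embryo, the difference of 1.77 was 0.96 after quantile normalization and 0.60 with the controls, and no longer passed. For amy1 in the embryos, the difference of -1.47 was -0.62 with offset 64, -1.37 without replicate 2 and -1.15 without replicate 3, and no longer passed. PR5 in the embryos no longer passed without replicate 1, nor H2A-3 in leaf and root or wcH2B-6 in inflorescence and leaf with only the 2 tissues fitted. Several rbcl probesets and the TUB probeset also no longer had an adjusted p under 0.05 under 1 or more alternatives. In all, this held for 5 of the 124 without replicate 1, 3 without replicate 2, 2 without replicate 3, 5 with only the 2 tissues fitted, 5 with the hybridization controls, 3 after quantile normalization, 2 with equal medians and 1 with each other offset. Gained was an adjusted p under 0.05 by PCS1 in leaf and root, 0.56, under 6 alternatives, with differences of 0.48 to 0.77, and PCS1 had the other sign, at -0.30 and without passing, with the hybridization controls. Also gained was one by FBP, 0.86, at 1.07 without replicate 2, and by rbcl probesets, 0.82 and -0.50, at 1.21 with the germinating seed root and -1.40 without replicate 3. The differences of wcH2B-6 and of 3 rbcl probesets kept an adjusted p under 0.05 but were under the minimum difference with 1 alternative each. Another TUB probeset, at -0.12, and H+-ATPase, at 0.03, had the other sign with the controls, at 0.88 and -0.88, with an adjusted p under 0.05 but below the minimum difference.

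For the wheat probeset of Fig. 4C, passing means an adjusted p under 0.05 alone. The difference between endosperm and floral bracts, 0.76 without passing, passed with 1.04 after quantile normalization and with 0.61 with offset 64, and it was -0.56, of the other sign and without passing, with the hybridization controls. The difference between endosperm and crown, 1.99, was 0.49 with the hybridization controls and no longer passed. The difference between endosperm and leaf, 0.95, no longer passed with 0.82 for equal medians, 0.95 with trend and robust, 1.05 with offset 1, 0.40 with the controls and 0.80 to 1.06 without replicate 1, 2 or 3. All 12 QPCR probesets varied between tissues under every alternative run, and identical QPCR primers, correlation over tissues, was -0.345 with equal medians and -0.515 after quantile normalization, against -0.419.

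The settings named first here are offset 1 and offset 64. For 5' and 3' control probesets, Sucsyn 5' minus 3' was -4.65 with offset 64, against -5.07. For probeset classes, .A1 minus retained was 1.23 and 0.68, against 1.03; for probeset classes, cross-hybridizing suffix minus retained was 2.87 and 1.93, against 2.55; and for probeset classes, retained TaAffx minus retained Ta was -1.98 and -1.03, against -1.61. With both offsets and without replicates, tissue similarity, germinating seed embryo and germinating seed coleoptile, was 0.383, 0.546 and 0.424 to 0.465, against 0.484; tissue similarity, germinating seed embryo and seedling crown, 0.406, 0.527 and 0.436 to 0.457, against 0.490; tissue similarity, germinating seed root and seedling root, 0.603, 0.758 and 0.650 to 0.687, against 0.703; and tissue similarity, seedling leaf and floral bracts, 0.339, 0.431 and 0.362 to 0.379, against 0.389. For tissue similarity, germinating seed embryo and germinating seed root, it was 0.382 with offset 1 and 0.384 to 0.416 without replicates, against 0.434. The value of replicate reproducibility, all retained probesets, was 0.519 and 0.556, 0.524 with equal medians, 0.527 after quantile normalization and 0.490 with Spearman's correlation, against 0.540. For replicate reproducibility, mean level 5 to 6, it was 0.450 with offset 1, 0.344 with equal medians, 0.349 after quantile normalization and 0.304 with Spearman's correlation, against 0.370, and no probeset mean lies there with offset 64. For replicate reproducibility, mean level 7 to 8, it was 0.720 with offset 64 and 0.743 with Spearman's correlation, against 0.793. With Spearman's correlation, replicate reproducibility, mean level 9 to 10, was 0.879, against 0.919, and replicate reproducibility, mean level 12 to 13, 0.916, against 0.954. For replicate reproducibility, every tissue mean above the limit, it was 0.867 with offset 64, 0.854 with Spearman's correlation and 0.715 with the limit at the 25th percentile of tissue means, against 0.898.

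The markers of other tissues stayed below the level in their own tissue under every alternative run. In order of offset 1, offset 64, equal medians and the hybridization controls, markers of other tissues, photosynthesis in germinating seed root minus seedling leaf (-2.15) was -3.35, -1.11, -1.87 and -1.42, and -1.88 after quantile normalization. In this order markers of other tissues, photosynthesis in seedling crown minus seedling leaf (-1.49) was -2.00, -0.85, -1.29 and -0.61, -1.31 over all probesets and -1.71 to -1.32 without replicates, and markers of other tissues, photosynthesis in seedling root minus seedling leaf (-2.01) was -3.0, -1.06, -1.83 and -1.36, and -1.80 over all probesets. With offset 64, over all probesets and without replicates, markers of other tissues, pollen and anther in floral bracts minus anthers (-4.50) was -3.44, -2.14 and -5.11 to -3.58, and markers of other tissues, pollen and anther in pistil minus anthers (-5.53) was -3.82, -4.81 and -6.0 to -4.79, and -7.75 with offset 1. With offset 64, equal medians, quantile normalization and the controls, markers of other tissues, seed storage proteins in 22 DAP embryo minus 22 DAP endosperm (-8.70) was -8.23, -8.22, -7.75 and -7.53, and -9.32 over all probesets. In this order markers of other tissues, seed storage proteins in caryopsis minus 22 DAP endosperm (-10.29) was -9.16, -9.75, -9.25 and -8.98, -10.97 over all probesets and -11.05 with offset 1, and markers of other tissues, seed storage proteins in germinating seed coleoptile minus 22 DAP endosperm (-10.71) was -9.35, -10.24, -9.74 and -9.29, and -11.76 with offset 1. For markers of other tissues, seed storage proteins in germinating seed root minus 22 DAP endosperm (-10.03) these were -9.02, -9.53, -9.05 and -8.49, -10.64 with offset 1 and -10.48 to -9.76 without replicates. With offset 64, quantile normalization, the controls and offset 1, markers of other tissues, seed storage proteins in germinating seed embryo minus 22 DAP endosperm (-10.68) was -9.34, -9.79, -9.24 and -11.69.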

Differences from the paper's values

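No test in this part was chosen after the result was seen.

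For the wheat probeset of Fig. 4C the paper's log2 difference between the 22 DAP endosperm and the coleoptile is about 2.7 in Fig. 4C, read by eye. The MAS5 signals gave 3.41 (SD 0.64), on a log2 scale with an offset of 16, where the paper's values are RMA values. The coleoptile level is not clearly above the reporter probesets, so this difference depends on the offset. Of the alternatives set before the data were examined, the value was within its spread of the paper's after quantile normalization (3.41, SD 0.77), after scaling each array to the same median (2.99), without replicate 2 (3.06) and without replicate 3 (3.29). It was not with offset 1 (5.07), with offset 64 (2.07) or without replicate 1 (3.88). For the endosperm and floral bracts the difference was 0.76, against about 0.9 in Fig. 4C, read by eye, and for bracts and leaf 0.19, against about 0.3 in Fig. 4C, read by eye, both within the spread. The difference for the endosperm and bracts was outside its spread of the paper's value after scaling each array to the same median (0.49, SD 0.37) and within it under the other alternatives set before the data were examined, and that for bracts and leaf was within it under all of these. The numbers of probesets per class equal the paper's.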

Other observations

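No test was made in this part, Em, WGA2, rab, PRK and the genes in its last paragraph were chosen after their values were seen, and the alternatives for the lists in its first paragraph were added after its values were seen.

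The storage protein, photosynthesis and anther markers were lower in the organs compared than in their own tissue. The median over the 6 storage protein probesets was 15.67 ± 0.09 (SD, n = 3) in the 22 DAP endosperm and 6.97 ± 0.24 in the 22 DAP embryo dissected from the same stage. In the germinating seed it was 4.99 ± 0.26 in the embryo, 5.64 ± 0.79 in the root and 4.96 ± 0.18 in the coleoptile, and in the caryopsis 5.38 ± 0.70. The median over the 27 photosynthesis probesets was 6.74 ± 0.32 in the leaf, 5.25 ± 0.18 in the crown, 4.73 ± 0.07 in the seedling root and 4.59 ± 0.12 in the root of germinating seed. Most of these probesets are for rbcl, and several were near the reporter probesets in the leaf too, so this median is a weak marker. PRK stood at 15.57 ± 0.21 in the leaf, 7.87 ± 0.11 in the crown, 4.53 ± 0.28 in the seedling root and 4.69 ± 0.59 in the root of germinating seed. The anther gene raftin1a stood at 5.30 ± 0.18 in floral bracts and 4.27 ± 0.15 in the pistil, against 9.80 ± 1.45 in anthers. Not all genes of another tissue were low. In the 22 DAP endosperm the embryo gene Em stood at 11.15 ± 0.30, against 7.12 ± 0.55 in the embryo of germinating seed, WGA2 at 10.74 ± 0.18 and rab at 9.54 ± 0.69, and the photosynthesis gene PRK at 11.04 ± 0.09.

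Several genes of the germination hydrolase list had their highest mean outside the embryo. GLU1A was highest in the seedling leaf, at 15.47, amy1 in the caryopsis, at 13.93, XTH in the coleoptile, at 12.86, and AGA.1 in the leaf, at 11.75. Of the cell division list, a probeset of TUB was highest in the 22 DAP endosperm, at 15.37, TUBA in the 22 DAP embryo, at 12.43, and wcH2B-6 in the caryopsis, at 14.27.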
